# Tau drives translational selectivity by interacting with ribosomal proteins

**DOI:** 10.1007/s00401-019-01970-9

**Published:** 2019-02-13

**Authors:** Shon A. Koren, Matthew J. Hamm, Shelby E. Meier, Blaine E. Weiss, Grant K. Nation, Emad A. Chishti, Juan Pablo Arango, Jing Chen, Haining Zhu, Eric M. Blalock, Jose F. Abisambra

**Keywords:** Tau, Transcriptome, Translation, Nascent proteomics, Ribosome, rpS6

## Abstract

There is a fundamental gap in understanding the consequences of tau–ribosome interactions. Tau oligomers and filaments hinder protein synthesis in vitro, and they associate strongly with ribosomes in vivo. Here, we investigated the consequences of tau interactions with ribosomes in transgenic mice, in cells, and in human brain tissues to identify tau as a direct modulator of ribosomal selectivity. First, we performed microarrays and nascent proteomics to measure changes in protein synthesis. Using regulatable rTg4510 tau transgenic mice, we determined that tau expression differentially shifts both the transcriptome and the nascent proteome, and that the synthesis of ribosomal proteins is reversibly dependent on tau levels. We further extended these results to human brains and found that tau pathologically interacts with ribosomal protein S6 (rpS6 or S6), a crucial regulator of translation. Consequently, protein synthesis under translational control of rpS6 was reduced under tauopathic conditions in Alzheimer’s disease brains. Our data establish tau as a driver of RNA translation selectivity. Moreover, since regulation of protein synthesis is critical for learning and memory, aberrant tau–ribosome interactions in disease could explain the linkage between tauopathies and cognitive impairment.

**Electronic supplementary material:**

The online version of this article (10.1007/s00401-019-01970-9) contains supplementary material, which is available to authorized users.

## Introduction

Neurons require constant protein production for synaptic function and are, therefore, particularly vulnerable to chronic attenuation of protein synthesis [35]. Transient suppression of translation is a cellular strategy to overcome conditions such as endoplasmic reticulum stress [20]. However, chronic suppression of protein synthesis contributes to the pathogenesis of multiple neurodegenerative disorders including tauopathies [4]. Pronounced ribosomal deficiencies appear in regions where tau pathology is evident, yet the link between tau and ribosomal function has not been established [14]. Furthermore, memory formation requires protein synthesis [15, 22]. Since progressive memory loss is a common and early symptom of virtually all tauopathies, and the processes of learning and memory are intricately dependent on de novo protein synthesis, ribosomal dysfunction could be an underlying mechanism driving these disorders.

Tau normally binds to ribosomes in the brain, and this interaction is enhanced in tauopathies [34]. In fact, hyperphosphorylated tau complexes with ribosomes in early stages of pathological tau aggregation [25, 38, 39, 42–44, 57], and tauopathic brains have reduced ribosomal function [14, 28, 32, 50]. These data suggest that alterations to the tau–ribosome complex could be an early pathogenic event in these disorders.

Our recent studies show that ribosomes associate with both pathological and non-pathological tau [35, 36]. Yet, the consequences of these interactions are still unknown. The emerging concept of ribosome specialization, where accessory proteins promote ribosomal selectivity for translation of distinct mRNAs, suggests an entirely new mechanism for regulation of protein synthesis [8, 53, 54, 61]. Considering that tau associates with ribosomal proteins [19] and that pathological tau modifies the rate of translation [34], we hypothesized that tau alters ribosome function thereby promoting translation of distinct transcripts.

To test this hypothesis, we used several in vivo and in vitro models, as well as human Alzheimer’s tissue, where disease-associated tau species are enriched. We show that tau expression impairs protein translation by measuring protein synthesis in vivo in the brain with puromycin labeling of nascent peptides. Then, using a transcriptomics-to-proteomics approach, we identified a tau-driven disparity between gene transcription and protein synthesis. Interestingly, tau decreased protein synthesis of ribosomal genes but not their transcription in tau transgenic mice. We hypothesized this unequal distribution was based on tau altering the function of ribosomal protein S6 (rpS6 or S6), which is involved in the regulation of ribosomal protein synthesis [18, 62]. We also found that tau interferes with S6 activation, and this interaction correlates with the decreased translation of transcripts coding for ribosomal proteins in Alzheimer’s disease (AD) brains. Consistent with our previous findings, these new data suggest the overall loss of translation found in tauopathies may be the result of a pathological gain-of-function of tau, where it attenuates translation by reducing the function or availability of S6.

## Methods

### Mice

The Institutional Animal Care and Use Committee (IACUC) of the University of Kentucky approved the use of animals in this study, which were conducted in accordance with the principles of animal care and experimentation in the Guide For the Care and Use of Laboratory Animals. Parental rTg4510 (Tg) mice were obtained from The Jackson Laboratories (stock #024854) and backcrossed for at least five generations onto FVB/NJ non-transgenic (Non) mice (stock #001800) and genotyped as described previously [51]. Tg mice and Non mice (littermate controls) were housed in a 14 h light/10 h dark cycle at a constant temperature (23 °C ± 2 °C) with food and water available ad libitum. Doxycycline treatment consisted of feeding mice a doxycycline diet (200 ppm, Envigo TD.00502) for 35 days with animals killed on the final day of treatment [4]. Tg and Non mice used for puromycin immunostaining were gavaged once a day for 30 days with 0.5% hydroxypropyl methylcellulose + 0.1% Tween-80 in water at pH 4.

### Human brain samples

Human samples were obtained from the University of Kentucky (UK) Alzheimer’s Disease Center. Sample collection and experimental procedures involving human tissue were in compliance with the UK Institutional Review board. Samples from Brodmann areas 21/22 (superior temporal gyrus) were used. Patient demographics are included as a table in Online Resource 1.

### In vivo puromycin administration

Mice were injected intraperitoneally with 225 mg/kg puromycin suspended in water (Research Products International, P33020). After 25 min, they were placed in an isoflurane anesthesia chamber for 5 min. Approximately 5 min following isoflurane exposure, animals were transcardially perfused for 5–10 min post injection with 0.9% saline. Brains were immediately harvested and the hemispheres anatomically separated and snap frozen in liquid nitrogen for downstream processing or drop-fixed in 4% para-formaldehyde for immunohistochemical studies. Brain laterality was maintained throughout experiments.

### Puromycin immunohistochemistry

Immunohistochemistry was performed as described previously [2]. Briefly, 4% para-formaldehyde drop-fixed brain samples were cryoprotected by incubating in sequential concentrations of sucrose (10%, 20%, and 30%) sucrose for 24 h each. Samples were frozen on a temperature-controlled freezing stage, sectioned (25 µm) on a sliding microtome, and stored in a solution of PBS containing 0.02% sodium azide at 4 °C. Free-floating tissue was treated with 3% (v/v) hydrogen peroxide + 10% (v/v) methanol in Tris-buffered saline (TBS, pH 7.4) to quench endogenous peroxidase activity. The Mouse on Mouse (MOM) Detection Kit (Vector Labs, BMK-2202) was used for blocking and staining procedures, with buffers prepared as described in standard protocol supplied with the kit. Sections were then incubated in Mouse Ig blocking buffer for 1 h at RT. Sections were incubated overnight at 4 °C with puromycin monoclonal antibody at 1:100 (EMD Millipore, MABE343) in MOM Diluent. Sections were washed with TBS and incubated with biotinylated anti-mouse IgG (Vector Laboratories) for 10 min at RT. Sections were washed again and incubated in ABC solution (Vector Laboratories) for 10 min at RT. Sections were washed again and incubated in diaminobenzidine (Sigma–Aldrich) and hydrogen peroxide in TBS. Sections were washed, mounted, and cover-slipped using Depex mounting media (Electron Microscopy Science). Images of the cortex (specifically somatosensory cortex, SSp) and hippocampus (CA1) were taken and quantified together for analysis of regions with severe tau pathology in rTg4510 mice. All values were normalized to signal in non-transgenic control mice.

### Sample tissue homogenization

Brain samples from human patients (~ 100 mg) or from mice (~ 50 mg) were mechanically homogenized in RIPA lysis buffer (Thermo 89900) with protease inhibitors (Sigma 4693159001), PMSF (1 mM final concentration), and phosphatase inhibitors (Gibco 786-452 and -451) as previously described [5]. Samples were centrifuged at 4 °C at 13,000×*g* for 15–25 min, and the supernatant was used for subsequent steps. Protein concentrations were quantified using the Pierce BCA kit (Thermo Fisher, 23225).

### Western blotting

Western blot experiments were performed as described previously [26]. Sample lysate protein concentrations were normalized with lysis buffer and denatured with 4 × Laemmli buffer with 10% β-mercaptoethanol. Proteins were resolved in 10% Tris–Glycine gels (BioRad) and transferred onto polyvinylidene fluoride (PVDF) membranes (Millipore, IPVH00010). Membranes were blocked in 1X PBS with 0.1% Tween-20 (PBS-T). All antibodies were diluted in 5% milk or 5% BSA in PBS-T. Primary antibodies were used as follows: PHF1 (1:2000, generously provided by Dr. Peter Davies), H150 total tau (1:2000, SantaCruz), Tau 5 total tau (1:2000, Millipore), actin (1:5000, Cell Signaling Technology), GAPDH (1:5000, Cell Signaling Technology), RPL28 (1:1000, GeneTex), EIF3E (1:1000, Sigma-Aldrich), Phospho-RPS6 Ser240/244 (1:1000, Cell Signaling Technology), total RPS6 (1:1000, SantaCruz). Bands were detected using ECL (GE Amersham Imager 600) using SuperSignal West Pico (Thermo Fisher, 1863096). Blot images were quantified using ImageJ (1.52b) and normalized to either GAPDH or β-actin.

### Puromycin immunoprecipitation

Exactly 400 µg of protein were brought to 500 µl with Hsiao-TBS and incubated with 5 µl of anti-puromycin antibody (Millipore, mabe434) overnight at 4° C under rotation. Approximately 150 µg Protein G Dynabeads (Thermo Fisher, 10003D) were resuspended in 50 µl 10 mM Tris (pH 7.5) and crosslinked with BS3 and then incubated with the sample-antibody complex for 2–3 h at RT under rotation. Beads were washed twice with washing buffer (10 mM Tris, 50 mM NaCl, pH 7.5) containing 0.2% Tween-20 and twice without Tween-20. Samples were eluted with 25 µl containing 100 mM glycine (pH 3.0) for 10 min at RT, and subsequently quenched with equal volume of 10 mM Tris (pH 8.0). Eluted sample protein concentrations were quantified at approximately 10 µg.

### Nascent protein proteomics

Proteins eluted from the puromycin immunoprecipitation were run via SDS-PAGE. Each lane in the gel was excised into 12 major portions and subjected to dithiothreitol reduction, iodoacetamide alkylation, and in-gel trypsin digestion using a standard protocol as previously reported [13, 63]. The resulting tryptic peptides were extracted, concentrated to 15 μl using a SpeedVac, and 5 μl were injected for nano-LC–MS/MS analysis [33]. LC–MS/MS data were acquired on an LTQ Velos Orbitrap mass spectrometer (Thermo Fisher Scientific, Waltham, MA) coupled to a Nano-LC Ultra/cHiPLC-nanoflex HPLC system (Eksigent, Dublin, CA) through a nano-electrospray ionization source. The tryptic peptide sample was injected with an autosampler, desalted on a trap column, and subsequently separated by reverse phase C18 column (75 mm i.d. × 150 mm) at a flow rate of 250 nL/min. The HPLC gradient was linear from 5 to 60% mobile phase B for 30 min using mobile phase A (H_2_O, 0.1% formic acid) and mobile B (90% acetonitrile, 0.1% formic acid). Eluted peptides were analyzed using data-dependent acquisition: peptide mass spectrometry data were obtained by Orbitrap with a resolution of 60,000. The seven most abundant peptides were subjected to collision-induced dissociation and MS/MS analysis in LTQ linear trap. The LC–MS/MS data were submitted to a local MASCOT server for MS/MS protein identification search via the ProteomeDiscoverer software. The mass error tolerance was 5 ppm for peptide MS and 0.8 Da for MS/MS. All peptides were required to have an ion score greater than 30 (*p* < 0.05). The false discovery rate in each LC–MS/MS analysis was set to be less than 1%. Two samples, one non-transgenic and one rTg4510, were immunoprecipitated with IgG antibody and analyzed via LC–MS/MS to determine inherent non-specific binding. Any matching proteins from these samples were removed from all samples prior to analysis. Only proteins with one or greater unique peptides were considered in the analysis. For pathway analysis, proteins which passed all filtering criteria were analyzed in the Database for Annotation, Visualization and Integrated Discovery (DAVID) [23] against the mouse genome. Only processes with an adjusted *p* value less than 0.1 were considered significant and selected for downstream analysis and are reported in Fig. 3. Since no unique annotations were reported between Non + Veh and Non + Doxycycline groups, the lists of proteins were combined to form the Non-group in analysis. Comparative ontology analysis was done by grouping significant annotation terms according to six distinct groups related to brain function. For each group, the number of terms were compared as a ratio to the number found in non-transgenic controls for the same class. Annotations were functionally grouped and presented as a ratio of the number of annotations assigned to each group relative to the number in Non + Veh. All proteins, brain-related annotation terms, and comparative analyses and grouping are reported in Online Resource 2.

### Microarray and transcript *post*-*hoc* template matching

Isolated RNA (100 μg per sample) was loaded onto a 96-well plate and shipped to Thermofisher (San Diego, CA) for array processing. High quality extracted RNA (RIN > 8.9) was labeled and hybridized to Mouse ClariomD microarrays (Clariom, ThermoFisher). 

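The Tg + Veh array numbered replicate 4 held lower signals of glial transcripts than the other Tg + Veh arrays. Gfap, the intermediate filament of astrocytes, had a log2 intensity of 13.64 on it, against 15.41 to 16.80 on the other Tg + Veh arrays. C4b, a complement component, was at 7.00, against 8.43 to 9.26, and Ctss, a lysosomal protease of microglia, was at 10.95, against 12.45 to 13.06. Mog, a myelin protein of oligodendrocytes, was at 9.42, against 9.79 to 10.09, and Egr1, an immediate-early gene of active neurons, was at 9.79, against 9.00 to 9.24. In each of these 5 genes the value lay between the other Tg + Veh arrays and the Non + Veh arrays, or at the edge of the latter. Across all 12 arrays, the mean Pearson correlation of replicate 4 with the others over transcript clusters was 0.989, against 0.992 to 0.993 for the other arrays. Its median log2 intensity was 5.65, against 5.54 to 5.59. On the first principal component of the genes, which held 27.2% of the variance, it lay at 33.2, against −12.1 to 12.3 for the other arrays. It is the array that matched no column of Online Resource 3, at a highest r of 0.345, whereas each of the other 11 arrays matched a column at an r of 0.978 to 0.995 over 987 genes. The values at each conclusion are given first from the 11 arrays left after this quality control, then from all 12. With replicate 4, the median SD of a gene among the Tg + Veh arrays was 0.11, against 0.0848 without it.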

One sample in the rTg4510 + normal feed (Tg + Veh) group did not pass quality control (PCA analysis and Pearson correlation matrix) and was removed from subsequent analyses. Signal intensities were calculated using the Robust Multi-Array Algorithm [11] and are reported on the log 2 scale. Transcript clusters were annotated to gene symbols using NetAffx annotation files (Release 36). The full transcriptional profile data set is available through the Gene Expression Omnibus under accession ID: GSE121264. For the purposes of this analysis, pre-statistical filtering was performed as in prior work [6, 16, 30], and included retaining uniquely annotated transcript clusters with reliable signal strength (RMA signal > 6.76 on at least 1 array). Intensity values of these pre-statistically filtered genes were then analyzed to identify differentially expressed genes (DEGs) with two-way ANOVA (*p* ≤ 0.01). For ANOVA analysis, the false discovery rate (FDR) estimate of multiple testing error is reported in Results. Although the ANOVA test identifies DEGs, it does not determine patterns of expression among those DEGs. To do this, DEGs were analyzed post hoc using a template matching strategy as in previous work [10, 16, 27]. Briefly, group mean intensities for each DEG were correlated with idealized templates representing six canonical expression patterns: rescued by tau reduction, resistant to tau suppression, altered by doxycycline treatment, altered by doxycycline and transgenic tau expression, altered by doxycycline only in non-transgenics, and altered by doxycycline only in transgenics. For example, the ideal template for “rescued by tau reduction” is represented by (0, 0, 1, 0) for Non + Veh, Non + Dox, Tg + Veh, and Tg + Dox groups. The mean intensities (log2) for example transcript Lyz1 are (5.64, 6.65, 7.29, 6.03), resulting in a correlation of *r *= 0.97 to this template. 

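Lyz1 encodes a lysozyme close in sequence to Lyz2, the lysozyme of myeloid cells, with which it may share probes. The mean log2 intensity of its transcript cluster, TC1000002930.mm.1, was 5.701 ± 0.0502 (SD, n = 3) in Non + Veh and 5.73 ± 0.0417 (SD, n = 2) in Non + Dox. It was 7.31 ± 0.275 (SD, n = 3) in Tg + Veh and 6.09 ± 0.489 (SD, n = 3) in Tg + Dox. The correlation of these 4 means with the rescued template was 0.973. Lyz1 rose by a log2 change of 1.61 in Tg + Veh over Non + Veh (standard error 0.22, adjusted p = 0.00943 from limma) and fell by 1.22 in Tg + Dox from Tg + Veh (standard error 0.22, adjusted p = 0.0485). The Tg + Veh array left out by quality control, replicate 4, was at 6.08, inside the range of the Tg + Dox arrays (5.68 to 6.63). Over all 12 arrays the correlation with the template was 0.957. The changes were then 1.30 (adjusted p = 0.163) and −0.91 (adjusted p = 0.211), and neither passed the test. The fall in Tg + Dox also lost its call when any single array other than Tg + Dox replicate 3 was left out, at an adjusted p of up to 0.132.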

Finally, the sign of the correlation indicates whether the transcript matched the pattern (positive, e.g., upregulated) or matched the mirror-reflection of the pattern (negative, e.g., downregulated). DEGs were assigned to the template of highest correlation if Pearson’s *r* ≥ |0.85|. To further refine analysis, templates assigned significantly more genes than expected by chance (binomial test, *p* ≤ 0.05) were considered enriched and used for subsequent analysis. 

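Gfap, C4b, Ctss and Mog, which mark astrocytes, complement, microglia and myelin, were assigned to the rescued template from the deposited intensities, at an r of 0.911, 0.944, 0.924 and 0.996. Fgf14, a regulator of sodium channels in which the tau transgene of rTg4510 mice is inserted, matched the resistant template with a negative sign, at an r of −0.997. Of the 406 rescued transcripts of Online Resource 3, 368 were among the genes tested here. The methods' two-way test was passed by 283 of these, and 270 also had the same template. Of the 106 resistant transcripts, 90 were tested, 43 passed and 36 had the same template too. Of the 333 transcripts altered by doxycycline, 308 were tested, 212 passed and 182 had the same template. Over all 1089 transcripts that the study assigns to a template, 992 were tested, 700 passed and 638 had the same template. These counts are from the 11 arrays that passed quality control, and with all 12 arrays 114 rescued, 29 resistant and 190 doxycycline transcripts passed the methods' test. Of these, 82, 26 and 164 had the same template. Gfap then matched the resistant template best, and Mog no longer passed the test.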

All DEGs and transcripts attributed to a pattern are listed in Online Resource 3.

### RNA isolation and quantitative real-time PCR

RNA was isolated from ~ 100 mg of human brain or ~ 50 mg of frozen cortex of rTg4510 and littermate control mice as described in [3] using TRIzol reagent (Ambion) with Proteinase K digestion (ThermoFisher, EO0491), then column purified using PureLink (ThermoFisher). RNA was measured for integrity on an Agilent 2100 Bioanalyzer and only samples > 8.9 RNA integrity number (RIN) were used in downstream analysis. RIN did not significantly differ between groups (*p* > 0.7). For qRT-PCR, gene transcription was evaluated by TaqMan probes and intensities were normalized to GAPDH expression as an internal control. Fold change was determined using the 2^−ΔΔ*Ct*^ method. Kruskal–Wallis and Dunn’s test *p* values are presented in Online Resource 4.

### Cell culture

We cultured tetracycline-inducible HEK cells which express wild-type human 0N4R tau, termed iHEK Tau cells, as previously described [4]. To induce tau expression, cells were treated with tetracycline (1 μg/ml; Sigma) for either 24 or 96 h (ON) and either immediately harvested or harvested following 24 h tetracycline washout (OFF) with fresh media. 60 min before harvesting across all groups, puromycin was added to the media to a final concentration of 10 μg/ml. Next, cells were washed 2× with ice-cold PBS and lysed using RIPA buffer (Thermo 89900) with protease and phosphatase inhibitors as previously described [34]. Protein concentrations were quantified using the Pierce BCA kit (Thermo Fisher, 23225).

## Results

We recently used in vitro models to demonstrate that misfolded, oligomeric, and hyperphosphorylated tau species reduce the rate of translation [34]. However, whether tau impairs translation in the brain remains unknown. Therefore, we measured changes in RNA translation using a puromycin-based assay (Surface Sensing of Translation or SUnSET) adapted for use in vivo [52]. As a structural analog of tRNA, puromycin is stably incorporated into growing polypeptide chains and these newly synthesized proteins can be detected with anti-puromycin antibodies. We performed SUnSET in 5mo and 7mo rTg4510 tau transgenic (Tg) mice to investigate whether tau alters protein synthesis as pathology increases. At 5mo, Tg mice have robust expression of a disease-associated human mutant tau (P301L), tau deposition into tangles, mild cognitive deficits, altered neuronal plasticity, and moderate brain atrophy. At 7mo, Tg mice have severe morphological and cognitive damage as well as extensive neuronal death and reduced protein synthesis [2, 47, 48, 51].

We found that despite an appreciable but non-significant reduction at 5mo (~ 34%, *p* = 0.06), puromycinylated protein signal was significantly reduced in 7mo Tg mice compared to non-transgenic (Non) littermate controls in regions with strong tau expression (Fig. 1a–e). Interestingly, 7mo Tg mice also neared a significant reduction compared to 5mo Tg (~ 31%, *p* = 0.071). Global translation in the brain of Tg mice is impaired at 7mo but not at 4mo due to activation of the unfolded protein response mediated by the ER stress protein PERK [47]. To validate this previous report, we immunoblotted for p-eIF2α and total eIF2α levels in non-transgenic and Tg mice treated with and without a PERK inhibitor and detected no activation of the PERK pathway of the UPR at 5mo (Online Resource 5). However, since Tg mice have plasticity and cognitive deficits at 5mo [1, 2], we speculated that this time point may reflect tau-induced modifications in the types of proteins that are being synthesized rather than causing an overall decrease in the rates of protein synthesis.

**Fig. 1:**
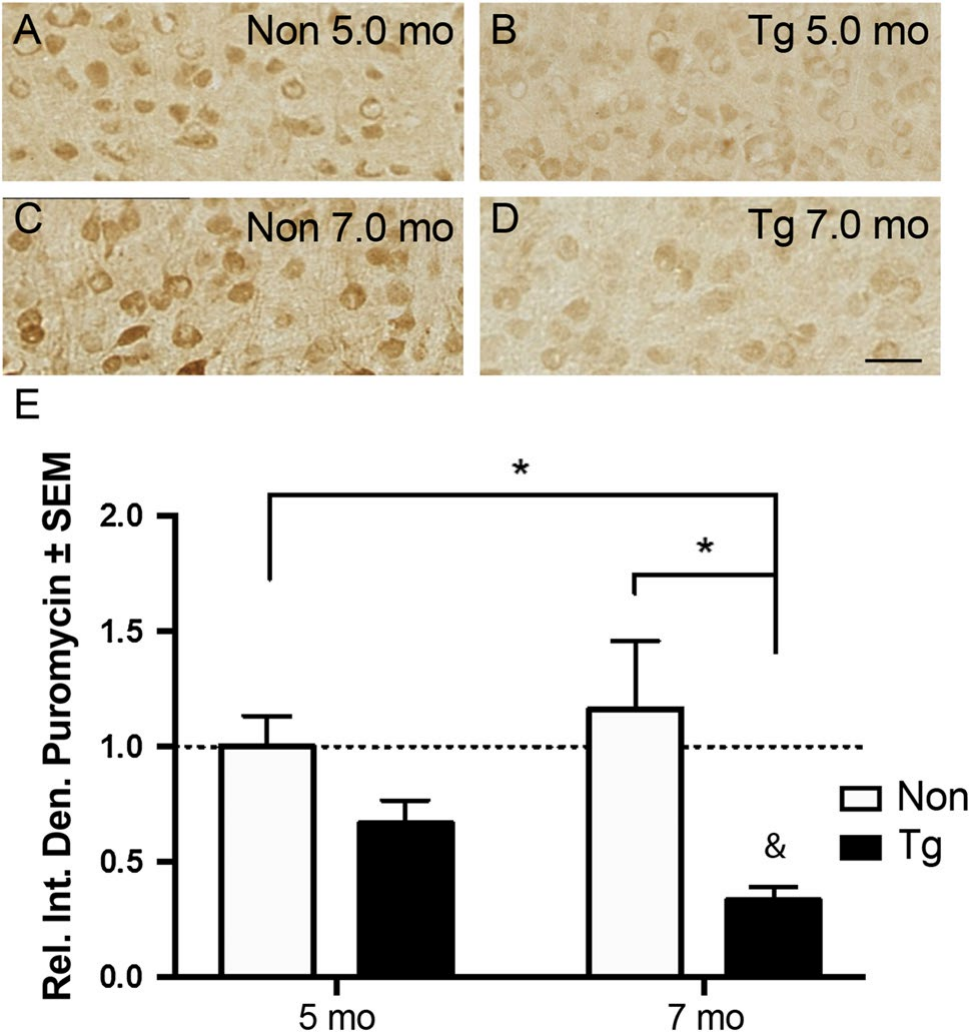
Protein synthesis is reduced in tau transgenic mice. Immunohistochemical staining of puromycin in non-transgenic (Non) and rTg4510 (Tg) at 5mo (**a**, **b**) and 7mo (**c**, **d**). **e** Quantification of panels **a**–**d** shows that puromycin signal was significantly reduced in 7mo Tg compared to control. Data analyzed by two-way ANOVA with Tukey’s multiple comparisons test. *p < 0.05 in comparisons outlined, & = 0.071 in comparison to 5mo Tg

To determine whether tau impairs the translation of select proteins, we suppressed tau expression in the TET/OFF Tg system featured in rTg4510 mice with a doxycycline diet for 5 weeks from 3.5 to 4.75mo (Fig. 2a). This paradigm of doxycycline treatment rescues cognitive dysfunction and other neuronal deficits [51]. Therefore, any changes detected in protein levels as a consequence of tau expression would identify proteins that participate in the earliest stages of the pathological process. Importantly, we could also rule out proteins that do not participate in cognitive alterations if their levels would not change. We coupled our in vivo SUnSET method with anti-puromycin immunoprecipitation to facilitate proteomic identification of newly synthesized proteins. By integrating this proteomic analysis with microarray measures of transcript levels (Fig. 2b), we sought to determine whether suppression of P301L tau expression rescues translation of select proteins. As expected and as previously reported, we confirm that the doxycycline treatment reduced tau levels by ~ 50% (Fig. 2c–d). This enabled the examination of the relationship between tau expression and RNA translation during the window of reversible cognitive dysfunction present in this model [52].

**Fig. 2:**
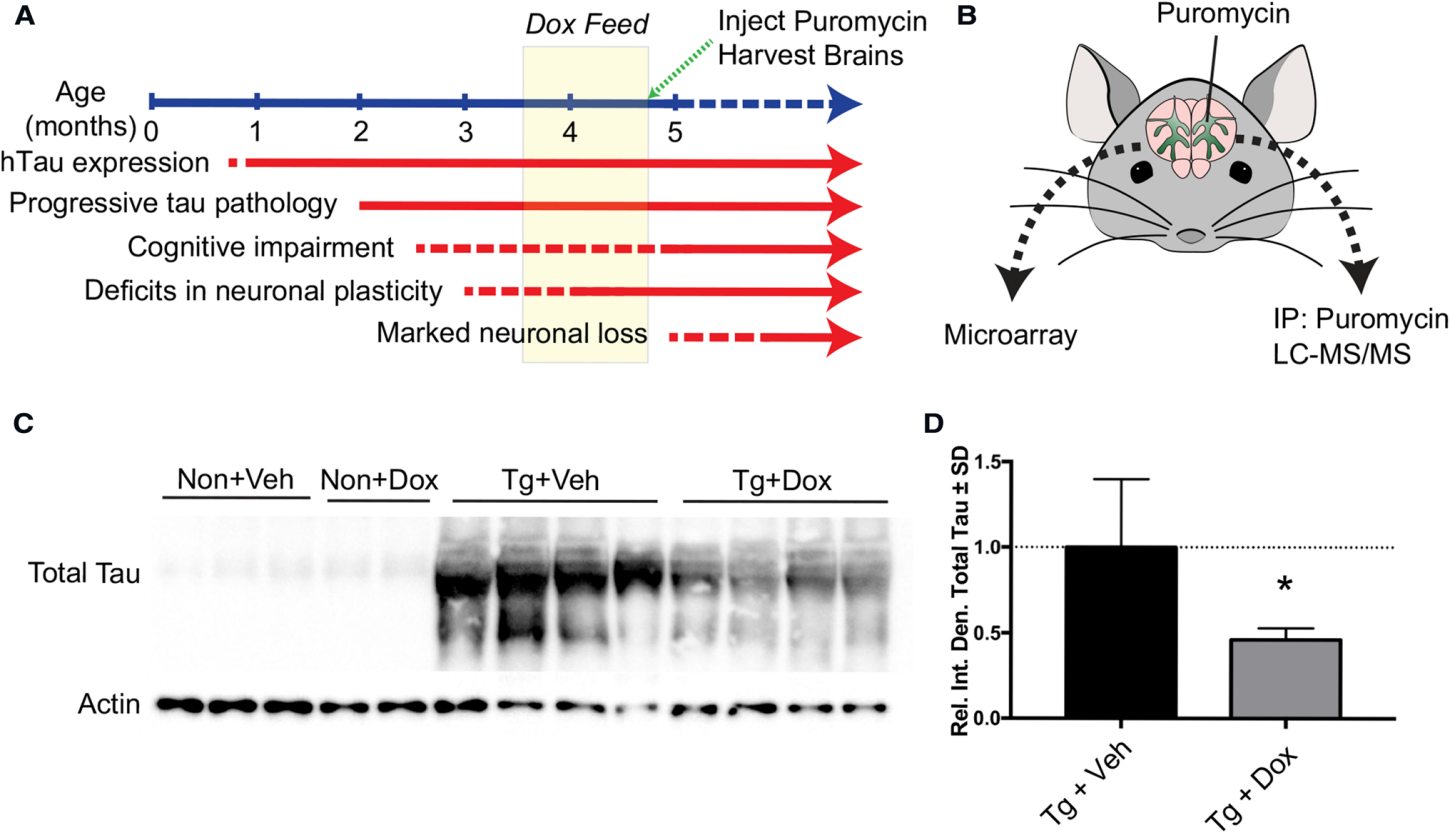
Experimental design. **a** Timeline of Tg phenotype and strategy for inhibiting tau expression with doxycycline (dox). **b** Strategy for brain isolation and processing for microarrays or puromycin-based proteomics. **c** Representative immunoblot showing reduced total tau (H150 antibody) levels after dox treatment compared to vehicle (veh) feed. **d** Quantification of **c** showing a 54% reduction in tau signal after doxycycline treatment analyzed by two-tailed, unpaired *t* test. *p < 0.05

To assess how the nascent proteome changed as a function of tau expression, we performed mass spectrometry analysis of nascent, puromycinylated proteins immunoprecipitated from cortical tissue of control and Tg mice treated with or without doxycycline feed. We first examined whether doxycycline treatment in non-transgenic mice had a functional effect on the cortical puromycinylated nascent proteome. Annotations identified by the Database for Annotation, Visualization and Integrated Discovery (DAVID) revealed no difference between Non mice with or without doxycycline treatment (Fig. 3a and Online Resource 2). This enabled the comparison between the nascent proteome of Tg mice with or without suppression of tau expression to non-transgenic mice. Strikingly, much of the puromycinylated nascent proteome varied due to tau expression and suppression (Fig. 3b). However, the total mass of puromycinylated proteins isolated from cortex was unchanged (Online Resource 6), validating the lack of statistically significant overall translation differences at this time point found by anti-puromycin immunostaining. Pathway analysis via DAVID of these protein groups showed similar variation in statistically significantly enriched annotation terms (Fig. 3c). We next heuristically grouped the annotations into six distinct categories to illustrate differences in the pathways represented by the puromycinylated nascent proteome when tau is overexpressed and then suppressed (Fig. 3d). As expected, the change in categories varied between tau expression and suppression. However, proteins involved in RNA translation and ribosomes were markedly reduced in tau-expressing mice, and doxycycline treatment rescued the synthesis of these proteins (Fig. 3d). These data indicate that tau expression reversibly altered the synthesis of translation machinery proteins in vivo, and it did so during the window where tau reduction rescues cognitive function.

**Fig. 3:**
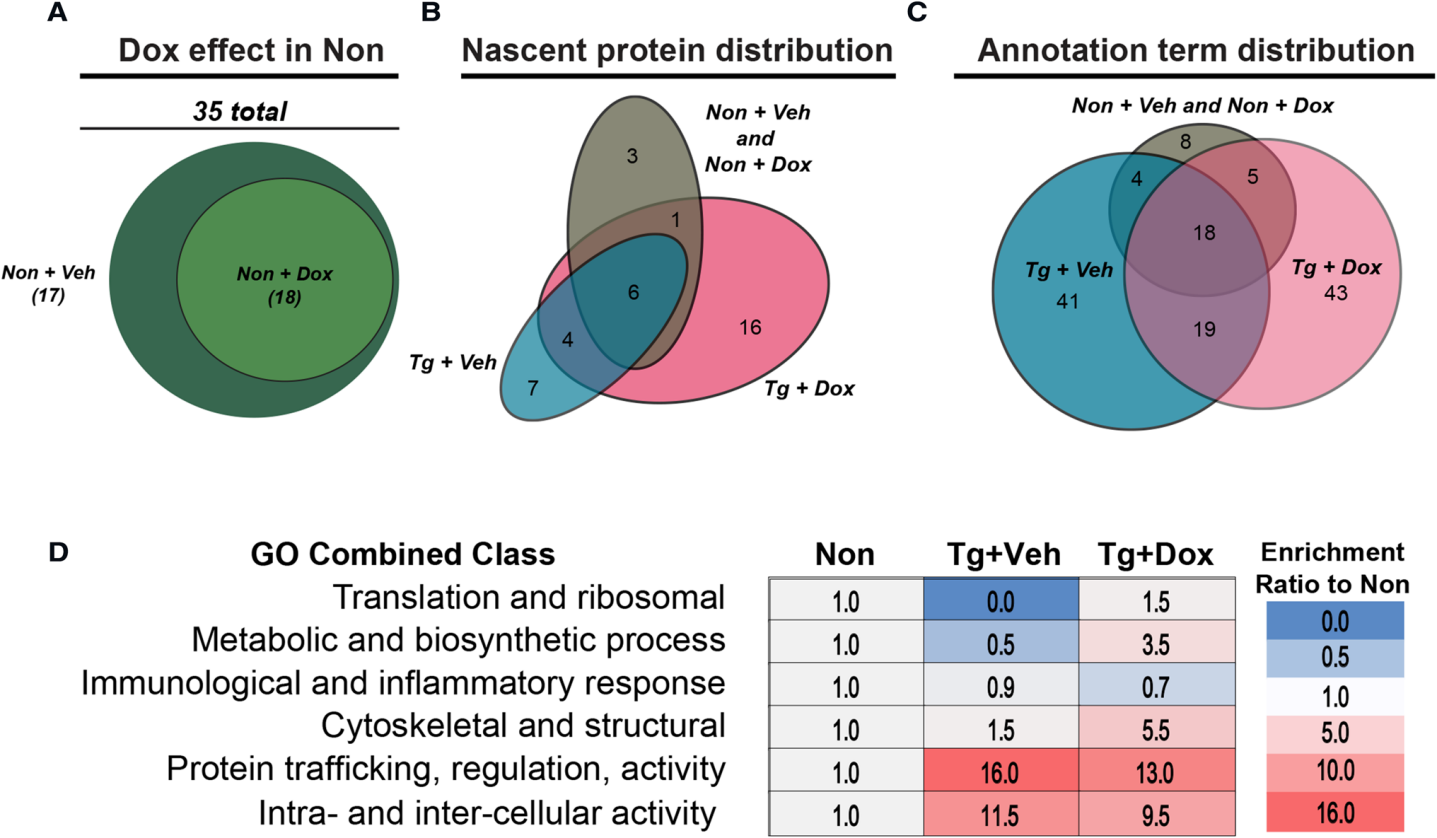
Pathological tau shifts the nascent proteomic profile. **a** Puromycinylated proteins were isolated by immunoprecipitation and analyzed using LC–MS/MS. **a** Doxycycline did not change the annotation profile in Non mice. **b** Venn diagram showing unique proteins identified by proteomics distributed between groups. **c** Venn diagram showing the distribution of annotation pathways representing proteins found in each group. **d** Categorized annotation terms identified in each group, separated by function and quantified as a ratio of the number of annotations present in Non. Ribosomal machinery and translation-related proteins were markedly reduced by tau expression and rescued with doxycycline treatment

To establish whether the changes in the translation of proteins identified from our proteomics approach were due to alterations in transcript levels, we profiled the transcriptome of Non and Tg mice treated with or without doxycycline using Clariom D microarrays. 

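Transcripts of mouse cortex were measured on 12 Clariom D arrays. They came from Non mice and from Tg (rTg4510) mice, which express human mutant tau in forebrain neurons under a promoter that doxycycline shuts off. Feed held 0 (Veh) or 200 ppm doxycycline (Dox) for 35 days, from an age of 3.5 months to 4.75 months. The conclusions rest on 11 arrays: 3 Non + Veh (1 male, 2 female), 2 Non + Dox (2 male), 3 Tg + Veh (2 male, 1 female) and 3 Tg + Dox (1 male, 2 female). A further Tg + Veh array, replicate 4 (female), failed the authors' quality control. Genotype and sex labels were checked on marker transcripts of all 12 arrays. Xist, the RNA that silences an X chromosome in females, was at a log2 intensity of 15.3 to 15.6 on the arrays labelled female and 5.62 to 6.09 on those labelled male. Fgf14, which the tau transgene interrupts in this line, was at 10.85 to 11.34 on the 7 Tg arrays and at 12.01 to 12.29 on the 5 Non arrays. Esyt2, Ptprn2 and Wdr60, where the tTA transgene is inserted, did not follow the genotype labels: on Non + Veh 3 and Non + Dox 2 they were at the level of the Tg arrays, Esyt2 at 9.60 and 9.62, against 10.86 to 11.23 on the other Non arrays and 9.45 to 9.74 on the Tg arrays. Fgf14 was not called changed by feed in Tg mice, with a log2 change of −0.08 in Tg + Dox over Tg + Veh (adjusted p = 0.758). The cluster of Mapt, the mouse tau gene, differed by 0.10 between Tg + Veh and Non + Veh (adjusted p = 0.53). It reads the mouse gene, so it does not show how much human tau RNA the transgene made. The authors computed signals with RMA on the log2 scale and annotated transcript clusters to gene symbols. Of 65956 transcript clusters, 30607 carry 1 symbol. The 12555 genes with a log2 intensity above 6.76 on at least 1 of the 11 arrays were tested with limma, in 1 fit to the 4 groups. A gene was called at an adjusted p under 0.05. The number of arrays limits the precision. The sources used here do not give how many mice the RNA of each array came from, so a p measures the spread between samples. Lists of genes were fixed before the deposited values were examined, but after Online Resources 2 and 3 had been read. The mean shift of each list against all other genes was tested with limma's camera. Doxycycline and sex are partly confounded, since Non + Dox holds no female array.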

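Glial, complement and lysosomal transcripts were higher in cortex of Tg + Veh mice than of Non + Veh mice, and immediate-early genes of neurons were lower. Gfap (TC1100003856.mm.1), the intermediate filament of astrocytes, rose by a log2 change of 5.00, or 32.0-fold (standard error 0.576, adjusted p = 0.00588, limma; n = 3 against 3). Lyz2, a lysozyme of myeloid cells, rose by 3.00 (0.383, adjusted p = 0.0076). Ctss, a lysosomal protease of microglia, rose by 2.97, and the complement genes C1qb and C4b by 2.76 and 2.74. Clec7a, a receptor of activated microglia, rose by 2.36 (0.386, adjusted p = 0.0198). Among the falls, Egr1, a transcription factor induced by neuronal activity, fell by 1.15 (0.119, adjusted p = 0.00512), and Bhlhe40, a repressor of the circadian clock, fell by 1.15 (0.198). Fgf14 fell by 1.03, Cacng3, an auxiliary subunit of AMPA receptors, by 0.84, Gm15624 by 0.73 and Otof, a calcium sensor of vesicle release, by 0.67.
Of 23 measured genes of disease-associated microglia, 14 rose (20 adjusted over the list alone), among them Trem2 (1.22), Apoe (0.88) and Cd9 (1.22). Their median change was 1.22 (camera adjusted p = 1.57e-21, adjusted p = 0.106 with an estimated correlation). All 8 complement genes but 1 rose (7 adjusted over the list alone), C1qc by 1.69 (camera adjusted p = 1.33e-12, adjusted p = 0.115 with an estimated correlation). Of 26 lysosomal genes, 12 rose (20 adjusted over the list alone), such as Ctsz (1.81), a cathepsin, and Lamp2 (0.66), a membrane protein (camera adjusted p = 3.25e-16, adjusted p = 0.122 with an estimated correlation). Of 14 markers of resting astrocytes 7 rose (12 adjusted over the list alone), and of 12 genes of reactive astrocytes 5 rose (9 adjusted over the list alone), among them Osmr (1.59), a cytokine receptor, and Serpina3n (1.54), a protease inhibitor. Of 15 oligodendrocyte and myelin markers 5 rose (8 adjusted over the list alone), such as Mog (0.59), Mag (0.56) and Myrf (0.31), the transcription factor of myelin genes (camera adjusted p = 8.17e-10, adjusted p = 0.106 with an estimated correlation). Of 18 immediate-early genes, Egr1 fell and 13 fell adjusted over the list alone. Arc, a regulator of synaptic strength, differed by −1.69 without passing the test (adjusted p = 0.0634). The list had a median of −0.55 (camera adjusted p = 3.01e-13, adjusted p = 0.122 with an estimated correlation). Of 28 synaptic genes none passed in limma, 3 at an unadjusted p under 0.05, and 25 were lower, by a median of 0.11 for the list (camera adjusted p = 1.54e-06, adjusted p = 0.202 with an estimated correlation).
In all, 236 genes rose and 18 fell of the 12555 tested. In each of these 254 genes all arrays of 1 group lay beyond those of the other, as did 18.7% of all genes tested, where chance gives 10%. The methods' two-way test at its threshold of 0.01 was passed by 1012 genes (8.06%), where chance gives 373. Of these, 472 passed for genotype, 643 for feed and 183 for the interaction. With all 12 arrays the changes of the genes named here kept their direction, but no gene passed in limma, 1736 at an unadjusted p under 0.05. Gfap then differed by 4.36 (adjusted p = 0.0876), and 838 genes passed the methods' test. Without Non + Veh 1, Non + Veh 2, Tg + Veh 1 or Tg + Veh 2, limma called 77, 81, 117 or 85 genes. Gfap, Lyz2, Ctss, C1qb, C4b, Egr1, Fgf14, Otof, Trem2, Apoe, Cd9 and C1qc were called whichever single array was left out, and Clec7a, Bhlhe40, Cacng3, Gm15624, Serpina3n, Mag and Mog were not, at adjusted p values of up to 0.183.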

Differentially expressed genes (DEGs) were identified by two-way ANOVA (*p* ≤0.01; FDR 0.29; 1195/9537 genes—12.5%) and subsequently categorized by post hoc template matching (Methods: Fig. 4a–b; 91% of DEGs were assigned to one of these patterns). 

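Genes higher in Tg + Veh alone formed the largest group under the template matching, and glial genes were among them, such as Gfap, Trem2, a receptor of microglia, and Aqp4, the water channel of astrocytes. Of the genes past the methods' two-way test, 918 (90.7%) correlated with a template at |r| ≥ 0.85. The rescued template took 310 genes with a positive sign and 40 with a negative sign, Egr1 among the latter. The count of 310 was 215 without Tg + Dox 2, 221 without Non + Veh 2 and 352 without Tg + Veh 3. With the replicate number as a block in the fit it was 199. The template of a change by doxycycline took 166 and 88, among them Reln, a matrix protein of interneurons (positive), and Olig1, a transcription factor of oligodendrocytes (negative). The resistant template took 55 genes with a positive sign, such as Siglech, a receptor of microglia, and 28 with a negative sign, such as Fgf14. The template of doxycycline only in Non took 82 and 68, with Gria1, an AMPA receptor subunit, among the positive ones. The template of doxycycline and tau took 9 and 49, and that of doxycycline only in Tg took 4 and 19. With the genes spread evenly over the 12 combinations of template and sign, 76.5 fall on each. By an exact binomial test, the rescued template with a positive sign exceeded this (p = 9.16e-105), as did the doxycycline template with a positive sign (p = 4.32e-21). This test is one-sided and looks only for an excess. By the same exact binomial test, the resistant template with a positive sign, at 55 genes, showed no excess (p = 0.997), and the doxycycline template with a negative sign did not pass (p = 0.0963). Genes are not independent, which this test takes them to be. With all 12 arrays the rescued and resistant templates took 111 and 53 genes with a positive sign, and the doxycycline template 291 with either sign, against 254. Gfap then matched the resistant template best (r = 0.892), while Trem2 and Aqp4 still matched the rescued one.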

Three of the six templates were enriched above the levels of random chance and were considered as statistically significant patterns of differential expression (Fig. 4c, Online Resource 3). Pattern 1, “Rescued by Tau Reduction”, corresponded to 406 transcripts (~ 4%) rescued in transgenic mice given doxycycline (Fig. 4d). 

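Genes of microglia, complement and myelin that were high in Tg + Veh mice were lower in Tg + Dox mice. Cd63, a membrane protein of lysosomes, fell by a log2 change of 0.86 (standard error 0.1, adjusted p = 0.0181, limma; n = 3 against 3). C4b fell by 1.79 (0.284, adjusted p = 0.0343), Lyz2 by 2.1 (0.383, adjusted p = 0.0497), Ctss by 1.82 (adjusted p = 0.0497) and Ctsz by 1.54. Slc14a1, a urea transporter of astrocytes, fell by 1.37, and Mpeg1, a pore-forming protein of macrophages, by 1.34. Gfap differed by −2.98 but did not pass the test (adjusted p = 0.0558): its mean was 16.22 ± 0.726 (SD, n = 3) in Tg + Veh and 13.24 ± 1.24 (SD, n = 3) in Tg + Dox, against 11.22 ± 0.423 (SD, n = 3) in Non + Veh. Among the rises, Cpne6, a calcium-dependent protein of neurons, rose by 0.99 (0.176, adjusted p = 0.0469), Mir667 by 0.96, Slc24a4, a sodium and calcium exchanger, by 0.79, Sertm1 by 0.73, Egr1 by 0.66 and Otof by 0.51.
Of 23 genes of disease-associated microglia, 5 fell (19 adjusted over the list alone), among them Cd9 (−0.98) and Ctsl (−0.65), and the list's median was −0.86 (camera adjusted p = 1.90e-14, adjusted p = 0.27 with an estimated correlation). Of 15 oligodendrocyte and myelin markers, 4 fell (15 adjusted over the list alone): Mog (−0.62), Mag (−0.58), Cnp (−0.33) and Myrf (−0.24), at a median of −0.47 for the list (camera adjusted p = 1.18e-11, adjusted p = 0.0974 with an estimated correlation). Of 8 complement genes, C4b and C4a (−0.79) fell (7 adjusted over the list alone). Of 26 lysosomal genes, 4 fell (17 adjusted over the list alone). Of 18 immediate-early genes only Egr1 rose (1 adjusted over the list alone). Among the 15 inflammatory signalling genes, Tgfbr1, a receptor of TGF-beta, fell (8 adjusted over the list alone). Markers of choroid plexus, tissue next to the cortex, were also lower in Tg + Dox, by a median of 1.37 over 4 genes, none of which passed the test (camera adjusted p = 0.0394, adjusted p = 0.492 with an estimated correlation, and not called with all 12 arrays).
The 310 genes of the rescued template held 15 of the 23 genes of disease-associated microglia, where 0.57 were expected (Fisher's exact test, adjusted p = 3.97e-18). They held 7 of 8 complement genes (adjusted p = 3.59e-10), 13 of 26 lysosomal genes (adjusted p = 8.98e-14) and 6 of 15 oligodendrocyte markers (adjusted p = 5.22e-06). Fisher's test takes genes as independent, which genes that vary together on the same arrays are not. Its p values count genes and not arrays.
In all, 12 genes rose and 83 fell in Tg + Dox. In each of these 95 genes the arrays of the groups did not overlap, as in 17.0% of all genes tested, where chance gives 10%. Of the 236 genes that rose in Tg + Veh, 69 fell in Tg + Dox, where 1.56 were expected if the 2 lists were independent. They are not, since both contrasts share the Tg + Veh arrays: over all genes the 2 changes had a correlation of −0.698, against −0.494 in 100 simulations without true changes. The simulated noise was independent between genes and held none of the variation they share on real arrays. The gap between the 2 correlations therefore does not by itself show a reversal. With all 12 arrays the changes of the genes named here kept their direction, and no gene passed in limma, 2246 at an unadjusted p under 0.05. The rescued template then held 6 genes of disease-associated microglia, 3 complement genes, 3 lysosomal genes and 2 oligodendrocyte markers, and Gfap, C1qb and C1qc matched the resistant one. The count of 95 fell to 1 without Tg + Veh 2, 3 without Tg + Dox 1, 14 without Tg + Veh 1 and 25 without Tg + Dox 2. It was 17, 10 and 11 without Non + Veh 1, 2 and 3, 45 without either Non + Dox array and 31 with sex as a term, and 172 without Tg + Dox 3. Each gene named here as changed lost its call without at least 3 of the single arrays.

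**Figure D1:**
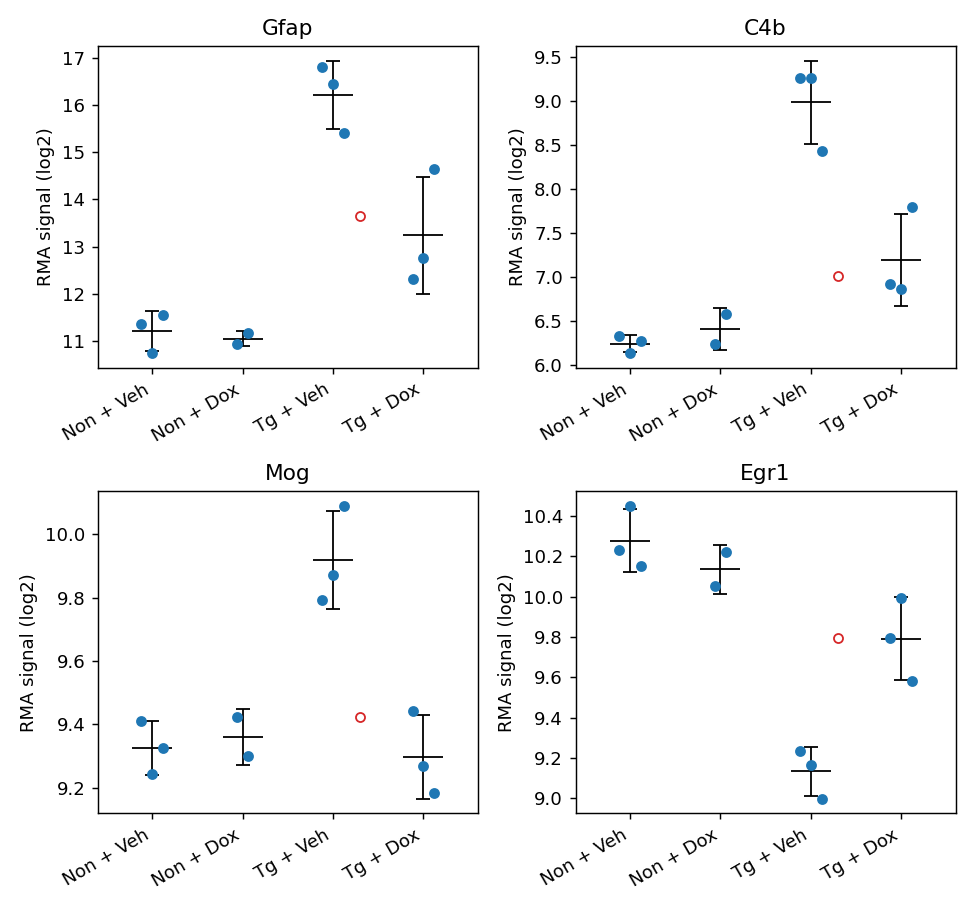
Log2 intensity (vertical axis) of Gfap, C4b, Mog and Egr1 by group (horizontal axis). Each filled point is 1 of the 11 arrays, the bar is the mean ± SD of its group (n = 3, and n = 2 in Non + Dox), and the open circle is Tg + Veh replicate 4, which is not in the mean. The filled points of Gfap, C4b and Mog lie highest, and those of Egr1 lowest, in Tg + Veh.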

Pattern 2, “Resistant to Tau Reduction”, identified 106 (~ 1%) transcripts that increased in tau transgenic mice but unaffected by doxycycline treatment (Fig. 4e). 

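Siglech, Aldoc, Gjb6 and Traf6 had group means that were higher in Tg mice on both feeds, by small amounts. Of these only Siglech passed in limma over both feeds, and on Dox feed alone no gene passed between Tg and Non. Siglech, a receptor of resting microglia, had a mean log2 intensity of 8.08 ± 0.0229 (SD, n = 3) in Non + Veh and 8.06 ± 0.122 (SD, n = 2) in Non + Dox. It was 8.55 ± 0.139 (SD, n = 3) in Tg + Veh and 8.36 ± 0.158 (SD, n = 3) in Tg + Dox. Its rise with genotype over both feeds was 0.38 (adjusted p = 0.0461, limma), and its feed difference within Tg was −0.18 (adjusted p = 0.363). Aldoc, a glycolytic enzyme of astrocytes, and Gjb6, a gap junction protein of astrocytes, were higher in Tg by 0.42 and 0.28 over both feeds and did not pass in limma (adjusted p = 0.103 each). Traf6, a signalling adaptor of innate immunity, differed by 0.09 (adjusted p = 0.231). No other member of the glial and inflammatory lists was among the 55 genes of the resistant template with a positive sign, and no list was enriched among the 55 (Fisher's exact test, adjusted p = 0.058 for the 2 astrocyte genes of 14, 0.0613 expected). The 28 genes of this template with a negative sign held 4 of the 18 immediate-early genes, where 0.0401 were expected (Fisher's exact test, adjusted p = 2.07e-06, a test chosen after the members were seen): Arc (r = −0.966), Egr2 (r = −0.981), Fos (r = −0.959) and Npas4 (r = −0.925). Egr1 and Per1 of that list were on the rescued template with a negative sign. Here too Fisher's test takes genes as independent, which they are not. Over both feeds, 89 genes rose and 10 fell with genotype in limma, a count of 99 that ranged from 6 without Non + Dox 2 to 143 without Tg + Veh 3. Only Fgf14 passed that test with all 12 arrays, 1154 at an unadjusted p under 0.05, and Aldoc, Gjb6, Traf6 and Arc no longer passed the methods' test. The count of 55 was 20 without Tg + Dox 3, 27 without Tg + Veh 3, 31 without Non + Veh 1, 36 without Non + Veh 2 or Tg + Veh 2, and 85 without Tg + Dox 1.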

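On Dox feed, taken over both genotypes, few single genes differed from Veh feed. Markers of oligodendrocytes were 1 of 12 lists that camera called lower, while it called 3 higher. In Tg mice Dox also shuts off the tau transgene, so this comparison mixes doxycycline with tau suppression. Pde8a, a phosphodiesterase that degrades cAMP, fell by a log2 change of 0.35 (standard error 0.034, adjusted p = 0.0228, limma; n = 5 Dox against 6 Veh arrays). Fbxo32, a ubiquitin ligase subunit, fell by 0.53 (0.0631, adjusted p = 0.0281), Lap3, an aminopeptidase, by 0.43, and Gatm, an enzyme of creatine synthesis, by 0.37. Erbb3, a neuregulin receptor of oligodendrocytes, fell by 0.29, Medag by 0.64 and Atp5h, a subunit of ATP synthase, by 0.28. Pde9a, which degrades cGMP, rose by 0.45 (0.0551, adjusted p = 0.0283), and Cacna1e, a calcium channel subunit, rose by 0.44. Hpcal1, a calcium sensor, rose by 0.43 and Wasf1, a regulator of actin, by 0.37. Sertm1 (0.66) and Tubb2a (0.47), a tubulin, were higher without passing the test (adjusted p = 0.0502 each).
None of the 15 oligodendrocyte and myelin markers passed in limma, 13 at an unadjusted p under 0.05, and 13 fell adjusted over the list alone. Mag differed by −0.40, Myrf by −0.19 and Cnp by −0.22, and the list's median was −0.29 (camera adjusted p = 3.73e-11, adjusted p = 0.102 with an estimated correlation). In Non mice alone the median of this list was −0.22 (camera adjusted p = 1.08e-04, adjusted p = 0.883 with an estimated correlation). Markers of endothelial and mural cells, 15 genes, had a median of −0.24 there (camera adjusted p = 9.58e-05, adjusted p = 0.984 with an estimated correlation).
In all, 4 genes rose and 8 fell over both genotypes. In 11 of these 12 the arrays did not overlap within either genotype, as in 5.25% of all genes tested, where chance gives 2%. In Non mice alone (n = 2 against 3) no gene passed in limma, 1317 at an unadjusted p under 0.05, among which Pde8a differed by −0.29 (adjusted p = 0.238). No gene passed with all 12 arrays in the test over both genotypes, 2003 at an unadjusted p under 0.05, at a smallest adjusted p of 0.0543. The endothelial list, with a median of −0.07 over both genotypes on the 11 arrays (camera adjusted p = 0.0367, adjusted p = 0.637 with an estimated correlation), had one of 0.0045 on all 12. The count of 12 also fell to 0 without Non + Veh 3 (1964 at an unadjusted p under 0.05) or Non + Dox 2 (1840), to 1 without Non + Veh 1 or Tg + Dox 1, and to 2 without Tg + Veh 2 or with sex as a term. It was 7 without Tg + Veh 1 or Tg + Dox 2 and 277 without Tg + Dox 3.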

Lastly, Pattern 3 established 333 transcripts (~ 3%) that were primarily affected by doxycycline treatment and not tau over-expression or suppression (Fig. 4f). 

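On Dox feed, no single gene was called different between Tg and Non mice, while camera called lists of glial and complement genes higher in Tg. Fgf14 had the smallest p between Tg + Dox and Non + Dox, with a log2 change of −1.03 (standard error 0.122, adjusted p = 0.18, limma; n = 3 against 2). Matn2, a matrix protein, differed by −0.60 (adjusted p = 0.527), Tgfb2, a growth factor, by −0.62 and Myrf by 0.22. None passed in limma, 755 at an unadjusted p under 0.05. As lists, genes of disease-associated microglia had a median of 0.37 (camera adjusted p = 3.29e-05), complement genes of 0.54 (adjusted p = 1.32e-05) and lysosomal genes of 0.16 (adjusted p = 5.64e-06). Immediate-early genes had a median of −0.38 (adjusted p = 2.64e-06). These 4 calls were lost at an adjusted p = 0.422 with an estimated correlation, and fry called none of the 34 lists in this comparison. The mean of the disease-associated microglia genes was higher by 0.314 (95% interval −0.247 to 0.874, exact permutation p = 0.3). Over the 254 genes that differed between Tg + Veh and Non + Veh, the position of each array was set between the mean of Non + Veh (0%) and of Tg + Veh (100%). The Tg + Dox arrays lay at 19.1%, 22.3% and 53.1%, and the Non + Dox arrays at −2.05% and 4.49%. The arrays that set the 2 marks also chose the genes, so a Tg array outside that choice tends to fall short of 100%. The positions therefore do not measure how far Tg + Dox was restored. The test of whether feed acted differently in Tg and Non called no gene in limma, 1031 at an unadjusted p under 0.05. Neither comparison called a gene with all 12 arrays (573 and 899 at an unadjusted p under 0.05). Replicate 4 of Tg + Veh, which had no part in choosing the genes, lay at 34.4%, inside the range of the Tg + Dox arrays. Without Non + Dox 2, 3 genes differed between Tg + Dox and Non + Dox, and 13 in the test of the difference.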

Since this paradigm of doxycycline treatment rescues cognitive defects in Tg mice [51], these patterns suggest that we identified genes that mediate tau-driven cognitive impairment (Pattern 1), are not involved in cognitive rescue (Pattern 2), or that could be affected by doxycycline treatment paradigms (35d) used in this and other TET-dependent studies (Pattern 3). However, transcripts coding for proteins involved in translation were unchanged and were not categorized into any pattern of differential expression (Fig. 4g). Therefore, transcription was not a direct contributing factor to changes in the translation of ribosomal proteins, initiation factors, and other mediators of protein synthesis (Fig. 3d).

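No transcript of a cytosolic ribosomal protein passed the limma test in Tg + Veh against Non + Veh or in Tg + Dox against Tg + Veh, and the group means of these transcripts lay between 9.96 and 10.14. Of 86 ribosomal proteins, 35 were measured from a transcript cluster with 1 symbol. Their mean log2 intensity was 9.99 ± 0.0972 (SD, n = 3) in Non + Veh, 10.05 ± 0.0839 (SD, n = 2) in Non + Dox, 10.14 ± 0.0844 (SD, n = 3) in Tg + Veh and 9.96 ± 0.0763 (SD, n = 3) in Tg + Dox. Tg + Veh was above Non + Veh by 0.148 (95% interval −0.0184 to 0.314), or 10.8% (−1.27% to 24.3%). An exact two-sided permutation test gave p = 0.2. Tg + Dox was below Tg + Veh by a log2 change of −0.183 (95% interval −0.349 to −0.0167), or −11.9% (−21.5% to −1.15%). The exact p = 0.1 was the smallest that 3 arrays against 3 allow. Of the 35 transcripts, 32 were higher in Tg + Veh and all 35 were lower in Tg + Dox. As a list they were called up in Tg + Veh (camera adjusted p = 1.70e-04, adjusted p = 0.473 with an estimated correlation) and down in Tg + Dox (camera adjusted p = 5.75e-06, adjusted p = 0.399 with an estimated correlation). Rpl41 (TC1400001207.mm.1), a protein of the large subunit, had the smallest p in Tg + Veh, at 0.49 (standard error 0.119, adjusted p = 0.0836). Its cluster identifier names chromosome 14, while the gene is on 10, so it may read a pseudogene. Rpl19 differed by 0.28 in Tg + Veh and by −0.28 in Tg + Dox (adjusted p = 0.122 and 0.132), and Fau, a fusion protein that yields Rps30, with a cluster named for chromosome 16 in place of 19, by −0.41 in Tg + Dox (adjusted p = 0.174). Both comparisons share the 3 Tg + Veh arrays. Without true changes their values had a correlation of −0.494 over all genes in simulations, whose noise was independent between genes. Limma called 0 of the 35 in both comparisons, also adjusted over the list alone, with 8 and 13 at an unadjusted p under 0.05. Rpl41 and Rpl19 passed the methods' two-way test, and neither reached the correlation that the templates require. At the share of all tested genes that passed, which is above chance, 2.82 of the 35 were expected to pass. From all 12 arrays, the mean was higher in Tg + Veh by 0.163, an interval above 0, and lower in Tg + Dox by 0.198. Leaving out Tg + Veh 3 gave 0.101 and −0.136, and without Non + Veh 3 the first difference was 0.202, with an interval above 0. The interval of the second difference included 0 without any 1 of Non + Veh 2, Tg + Veh 1, Tg + Veh 3, Tg + Dox 1 and Tg + Dox 3.

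**Figure D2:**
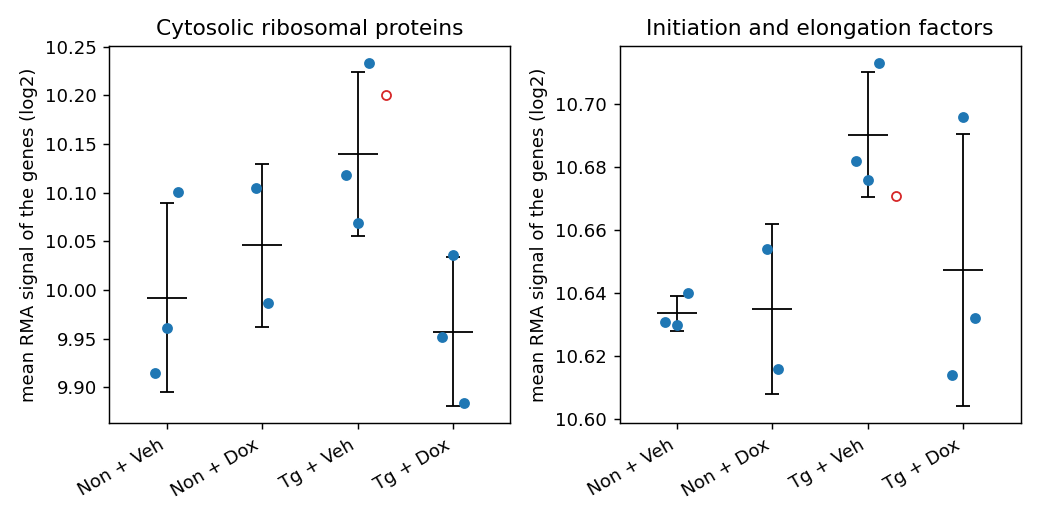
Mean log2 intensity (vertical axis) of the 35 cytosolic ribosomal protein transcripts and of the 48 initiation and elongation factor transcripts by group (horizontal axis). Each filled point is 1 of the 11 arrays, the bar is the mean ± SD of its group (n = 3, and n = 2 in Non + Dox), and the open circle is Tg + Veh replicate 4, which is not in the mean. The ribosomal means span 9.88 to 10.23.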

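In Tg + Veh against Non + Veh, no initiation or elongation factor, mitochondrial ribosomal protein, aminoacyl-tRNA synthetase or gene of ribosome biogenesis passed the test. Of 57 initiation and elongation factors, 48 were measured and none passed in limma, also adjusted over the list alone, 8 at an unadjusted p under 0.05. Eef2, the translocase of elongation, differed by a log2 change of 0.29 (standard error 0.0815, adjusted p = 0.135), and Eef1e1, a cofactor of the synthetase complex, by 0.32 (0.0716, adjusted p = 0.0661). Eif3e and Eif3c, subunits of the initiation factor that binds the small ribosomal subunit, differed by 0.12 and 0.16 (adjusted p = 0.569 and 0.256). The mean of the 48 was above Non + Veh by 0.0565 in Tg + Veh (95% interval 0.00336 to 0.11), or 4.00%, with an exact two-sided p = 0.1, the smallest possible. It was below Tg + Veh by −0.0431 in Tg + Dox (95% interval −0.0963 to 0.0101, exact p = 0.3). Camera called this list in neither comparison (adjusted p = 0.0924 and 0.152).
The 65 mitochondrial ribosomal proteins had a mean difference of 0.018 in Tg + Veh against Non + Veh (95% interval −0.0354 to 0.0715, exact p = 0.2), with none past limma and 1 at an unadjusted p under 0.05. The 18 tRNA synthetases differed by 0.0567 (95% interval 0.00591 to 0.107, exact p = 0.1), with none past limma and 3 at an unadjusted p under 0.05. Nars, the asparaginyl-tRNA synthetase, differed by 0.18 and then by −0.26 in Tg + Dox (adjusted p = 0.347 and 0.148). None of the 33 genes of ribosome biogenesis and none of the 17 of the S6 and mTOR pathway passed in limma (2 and 1 at an unadjusted p under 0.05), nor did these lists by camera (adjusted p = 0.855 and 0.622). Of 22 genes of the unfolded protein response, Edem1, which directs misfolded proteins to degradation, rose by 0.43 (0.0826, adjusted p = 0.0341), and 2 rose adjusted over the list alone. Edem1 lost its call with all 12 arrays (adjusted p = 0.194) and without any of 7 single arrays (adjusted p up to 0.115). Eif2ak3, the kinase PERK, differed by 0.24 (adjusted p = 0.0923), and Atf4, a transcription factor of the stress response, by 0.06 (adjusted p = 0.69). The median of that list was −0.02 and its mean 0.02.
A handful of these transcripts passed the methods' two-way test and reached a template: Eif5a2, a paralog of the elongation factor Eif5a (doxycycline only in Non, r = −0.982), Mrpl58, a mitochondrial release factor (doxycycline, r = −0.859), Nars (rescued, r = 0.916), Nhp2, a subunit of small nucleolar particles (doxycycline only in Tg, r = −0.937), and Eif2ak3 (rescued, r = 0.911). In each list the number past that test was below the number expected from the share of all tested genes that passed, 8.06%. These were 2 of 48 factors (3.87 expected), 1 of 65 mitochondrial proteins (5.24), 1 of 18 synthetases (1.45), 1 of 33 biogenesis genes (2.66) and 0 of 17 S6 and mTOR genes (1.37). That share is above what chance gives, 373 of 12555 genes, so the counts are not shown to be below chance. Eif2ak3 and Mrpl58 no longer passed the methods' test with all 12 arrays, and Mrpl58 matched another template. The interval of the initiation and elongation factors in Tg + Veh included 0 without any of 7 of the single arrays, and the mean ranged from 0.0451 without Tg + Veh 3 to 0.0637 without Tg + Veh 2. From transcripts of translation that it finds unchanged and in none of its patterns (Fig. 4g), the paper concludes that transcription did not directly contribute to the change in translation of ribosomal proteins and initiation factors (Fig. 3d).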

**Fig. 4:**
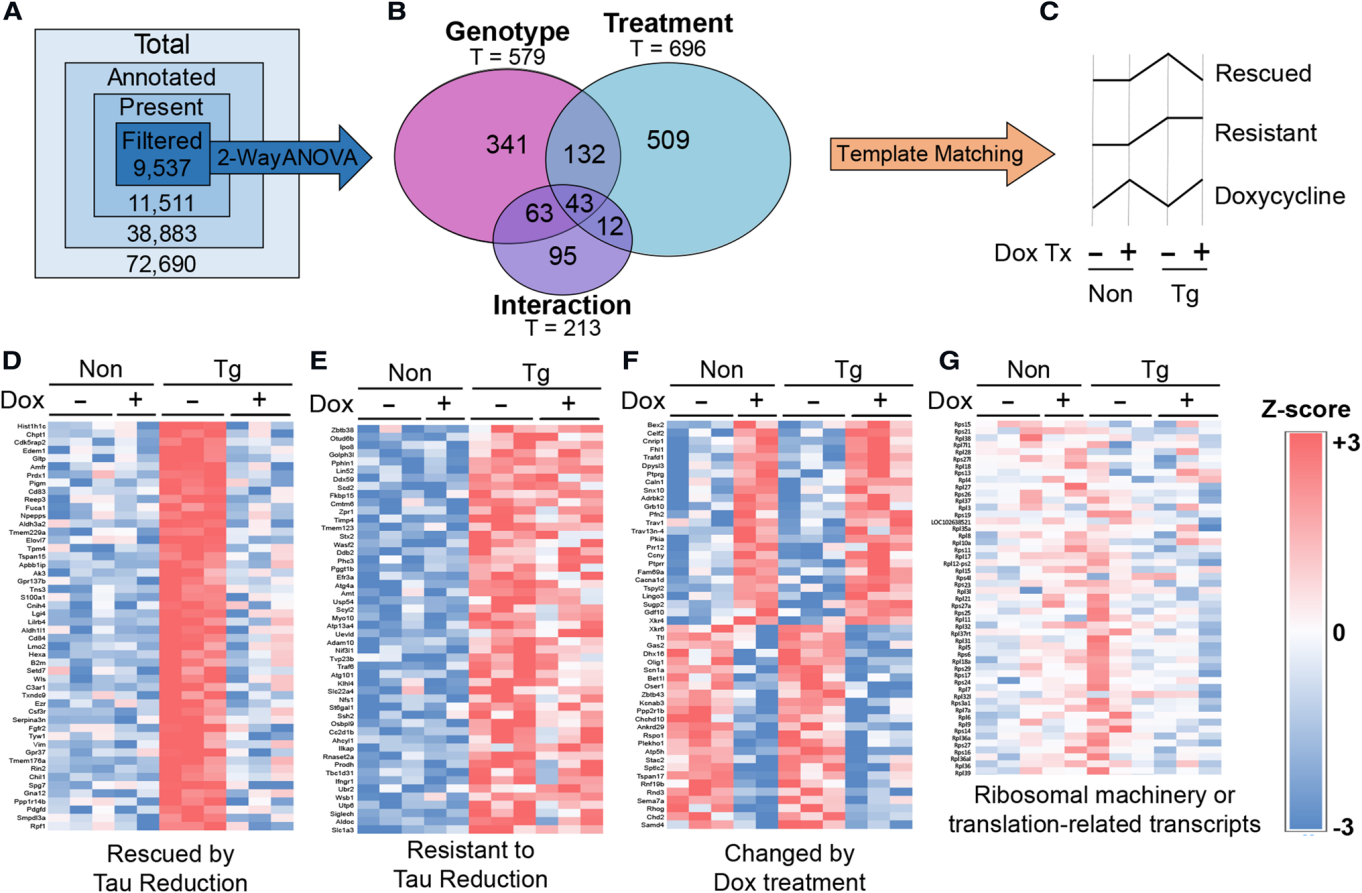
Pathological tau and doxycycline modify transcriptomic profiles into three distinct patterns, but ribosomal profiles do not change. **a** Filtering strategy of microarray results to identify genes and patterns of differential expression. **b** Venn diagram showing the distribution of transcripts identified as significant by two-way ANOVA (*p* ≤ 0.01) across effects of genotype, treatment, and the interaction between both variables. **c** Differential expression patterns enriched beyond the levels expected by random chance. **d**–**f** Heat maps representing intensities (log_2_) of transcripts matched to statistically significantly patterns of differential expression. **g** Heat map representing intensities (log_2_) of transcripts coding for proteins related to translation including ribosomal proteins.

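The mean log2 intensity of the ribosomal protein transcripts on each array shows the spread within each group. It was 9.91, 9.96 and 10.10 on the Non + Veh arrays, 10.11 and 9.99 on the Non + Dox arrays, 10.12, 10.07 and 10.23 on the Tg + Veh arrays, and 9.95, 10.04 and 9.88 on the Tg + Dox arrays. The Tg + Veh array left out by quality control, replicate 4, was at 10.20. The highest Non + Veh array, replicate 3, was above the lowest Tg + Veh array, replicate 2. The clusters of a further 37 ribosomal proteins list several symbols, mostly of pseudogenes, which ribosomal protein genes have in number. With these, 72 were measured, and the differences were 0.139 in Tg + Veh against Non + Veh and −0.181 in Tg + Dox against Tg + Veh. For 7 of the 35 clusters with 1 symbol, the identifier names another chromosome than that of the gene: Rpl41 (14 in place of 10), Fau (16 in place of 19), Rpl12 (10 in place of 2), Rpl27 (18 in place of 11), Rpl31 (7 in place of 1), Rpl35 (1 in place of 2) and Rpl7a (9 in place of 2). Over all genes with both, 99.5% name the same chromosome. Without these 7, a setting chosen after seeing the data, the differences were 0.126 and −0.154, and the interval of the second one included 0.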

To define a mechanism by which tau exerts these changes, we focused on an innate process of translational regulation that is driven by the ribosomal protein S6. S6 is involved in regulating translation initiation and in facilitating the translation of ribosomal proteins, elongation factors, and initiation factors that contain a 5′ terminal oligopyrimidine (5′TOP) mRNA motif [24, 40, 49, 62]. These 5′TOP mRNAs are recognized by phosphorylated S6 to accommodate ribosomal engagement and subsequent translation [18, 37]. In addition, we previously identified that pathological tau associates with S6 in AD [34]. Therefore, tau-mediated impairment of S6 activity could at least partly explain why proteins involved in translation were reduced in Tg mice (Fig. 3d).

To investigate the impact of tau on S6, we modulated human wild-type 0N4R tau expression in iHEK tau cells and measured changes in active (pS6) and total S6 levels. iHEK-tau cells are a tetracycline-inducible cell line that stably expresses WT human tau [4]. As expected, tetracycline treatment progressively increased PHF1 and total tau levels compared to no tetracycline controls (Fig. 5a, b). These time points also correlate to protein synthesis impairments as measured by puromycin incorporation in this cell line as previously shown [36]. Compared to no-tetracycline controls the ratio of S6 phosphorylation to total protein was unchanged at 24 h of tau expression, but at 96 h the ratio was reduced by ~ 80% (Fig. 5c). Following 24 h tetracycline washout and subsequent decrease of tau level, pS6 to total S6 levels were rescued by 30% and approximately doubled the levels found at 96 h alone. This rescue of S6 phosphorylation suggested a potentially novel toxic gain-of-function where tau may preclude S6 phosphorylation.

**Fig. 5:**
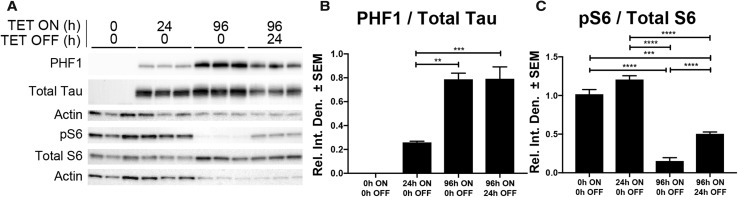
Tau expression reduces pS6 in immortalized human cells. **a** Representative immunoblot showing the effects of tau expression in tetracycline-inducible iHEK-Tau cells. Tau was expressed for 24 or 96 h (ON) and either harvested immediately or following 24 h tetracycline wash-out (OFF). Quantification of the ratio of PHF1 to total tau (H150 antibody) levels (**b**) or pS6 to total S6 levels (**c**). Data analyzed by two-way ANOVA with Tukey’s multiple comparisons test. **p < 0.01, ***p < 0.001, ****p < 0.0001

To establish whether these effects occurred during neurodegenerative processes, particularly conditions where tau is not overexpressed, we measured the RNA and protein levels of translation-related, 5′TOP mRNAs in human AD brains grouped by mini-mental state exam (MMSE) scores. While early AD (MMSE > 20–25) samples had no significant increases in relative transcript levels of four candidate 5′TOP transcripts (*RPS6*, *EIF3E*, *RPL28*, and *EIF2S1*) compared to control, late AD (MMSE ≤ 20) samples exhibited fivefold or greater increases relative to control in all candidate transcript levels (Fig. 6a). Two transcripts were also significantly increased in late AD samples compared to early AD (*RPS6* and *EIF2S1*). To assess whether these major differences in transcription evident in early and late AD brain samples, we compared changes in 5′TOP-coded protein levels in the corresponding early and late AD samples (Fig. 6b). The levels of active pS6 and total S6 were both markedly reduced (by approximately 50%; *p* < 0.01) in late AD samples compared to control, with the ratio of pS6/S6 trending toward a significant reduction (*p* = 0.092). Similarly, 5′TOP rpL28 and eIF3E were also significantly reduced (~ 55% at *p* < 0.001 and 75% at *p* < 0.05, respectively) (Fig. 6c) indicating that the protein synthesis of these translation-related transcripts was impaired as observed in tau transgenic mice (Fig. 3d).

**Fig. 6:**
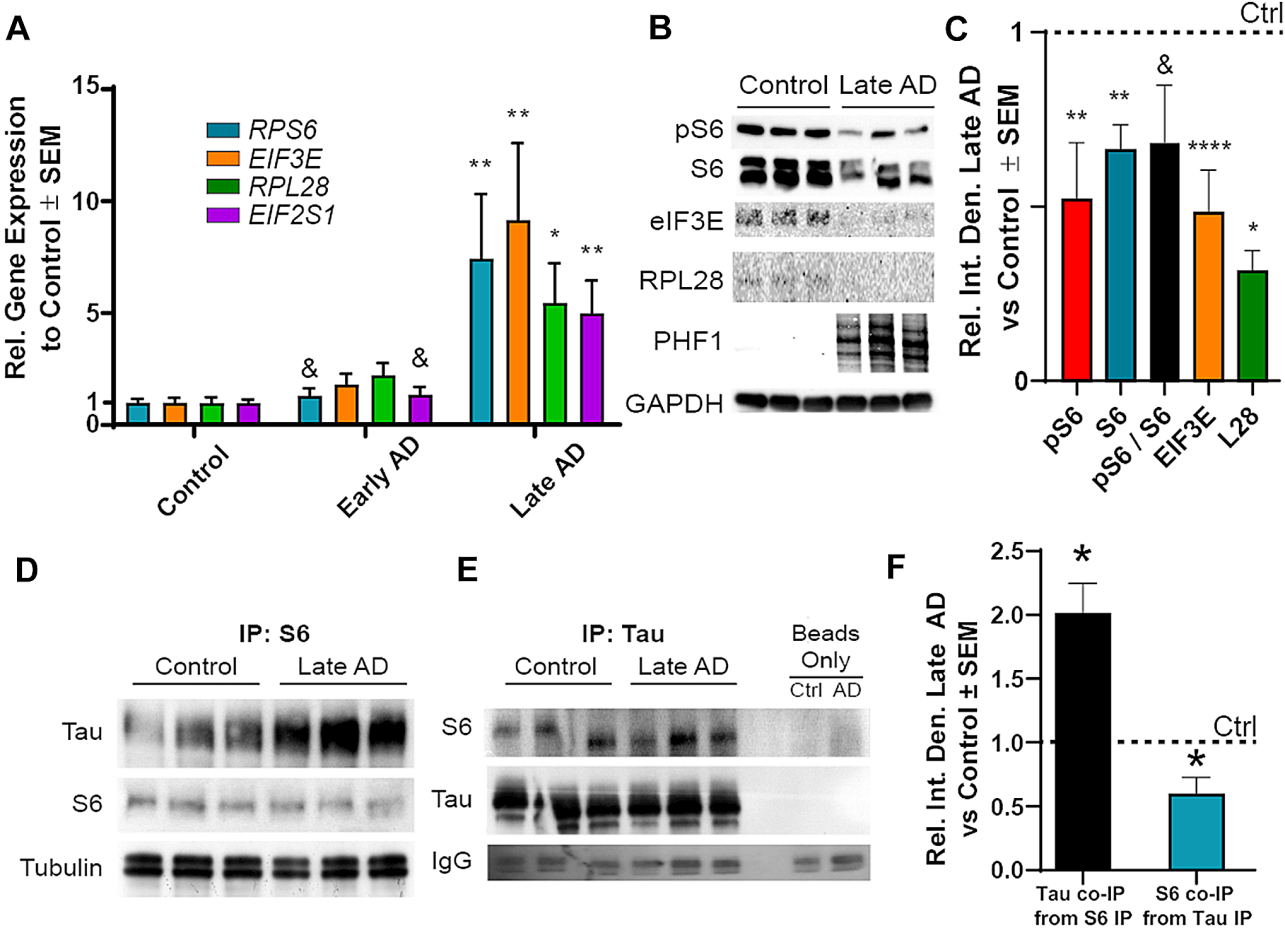
S6 exhibits impaired function and increased association with tau in AD. **a** RT-Q-PCR of human brain RNA isolate reveals no change in 5′TOP mRNA levels in early AD but substantial increases in late AD compared to control (Kruskal–Wallis with Dunn’s multiple comparison test, *n* = 9–10). **b** Representative immunoblot showing reduced pS6, total S6, and 5′TOP protein synthesis in late AD brains with PHF1 signal compared to control (one-way ANOVA with Tukey’s multiple comparison’s test, *n* = 6–12). **c** Quantification of pS6 and 5′TOP protein levels. S6 (**d**) and total tau (Tau 5 antibody, **e**) co-immunoprecipitate from human AD and control brain lysate regardless of host protein. Tissue lysate incubated without antibodies were used in the beads only lanes. IgG bands confirm the use of beads in all sample preparations, (*n* = 3). **f** Quantification of co-immunoprecipitation as a ratio to control. Each protein independently tested to control protein levels with two-tailed, unpaired Student’s *t* test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ^&^*p* < 0.10

Since pathological tau species associate with S6 in AD [33], and pS6 promotes translation of 5′TOP mRNAs [24], we speculated that AD brains contained tau–S6 complexes. We found that S6 and tau co-immunoprecipitated together in both control and late AD brains (Fig. 6d, e). Quantification of this signal showed a nearly twofold increase of tau associated with S6 in late AD relative to control, suggesting a potentially stronger interaction of S6 with disease-associated tau (Fig. 6f). Quantification of the S6 pool associated with tau revealed a 60% reduction in S6 compared to control, reflective of the decrease in total S6 found in late AD brain (Fig. 6b). These results show that tau–S6 complexes correlate with a reduced S6 function and consequently less ribosomal machinery in AD. Overall, these data suggest that tau associates with S6 and shifts the types of transcripts that are preferentially translated, eventually amounting to impairment in global translation.

## Discussion

Increasing evidence suggests that impaired translation contributes to the pathogenesis of neurodegenerative diseases like AD and ALS [29]. Over the last several decades, tau has been implicated as a modifier of a growing number of cellular processes across tauopathies, but the mechanisms of tau-mediated toxicity remain unclear [56]. Here, we expanded our previous findings on tau-mediated impairments in translation to show a potential mechanism describing how pathological tau modulates the selectivity and activity of ribosomes. We coupled transcriptomics and nascent proteomics with validation in vitro and in human brain samples from patients with AD to discern that tau reduces the activity of ribosomal protein S6, a crucial regulator of translation. In this context, we propose that tau pathology impacts translation, unveiling new prospects for therapeutic intervention. Since impaired translation may impact many pathways in tauopathies such as synaptic plasticity, cellular metabolism, and memory formation, tau-mediated impairments in translation may explain a mechanism by which tau directly promotes disease.

We establish that translation is shifted in early stages of progressive tau pathology in the rTg4510 mouse model of tauopathy (Fig. 1). We identified reduced protein synthesis at a later disease stage (7mo). Importantly, our in vivo SUnSET method validates a previous study that showed reduced ^35^S-methionine incorporation as a proxy of global translation at 7mo in rTg4510 [47]. Since no statistically significant decrease in protein synthesis has been determined by any study including our own at the cognitive-reversal window in rTg4510 mice, we hypothesized this earlier time point may reflect a turning point in translation that correlates with disease progression [51]. We, therefore, sought to couple transcriptomics and proteomic profiles of newly synthesized proteins, or nascent proteomics.

Parallel analyses of the transcriptome and nascent proteome revealed that, as expected, this early time point had marked differences in gene expression as a product of tau accumulation (Figs. 3, 4). As expected based on our previous results [34], synthesis of many proteins was suppressed by tau expression; however, we also identified many proteins that were increased as a consequence of tau expression, which corroborates results that were recently described [41]. 

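Among mice on Dox feed, the ribosomal protein transcripts of Tg mice had a mean log2 difference of −0.0889 from those of Non mice (95% interval −0.275 to 0.0969, exact two-sided permutation p = 0.4; n = 3 against 2). In camera the list was called down (adjusted p = 0.00441), a call lost at an adjusted p = 0.53 with an estimated correlation. In Non mice, the mean on Dox feed differed from that on Veh feed by 0.0538 (95% interval −0.132 to 0.24, exact p = 0.5; n = 2 against 3). No ribosomal transcript passed in limma in either comparison, with 3 and 2 at an unadjusted p under 0.05. The feed difference in Tg less that in Non was −0.237 (95% interval −0.486 to 0.0126). Rpl41, whose cluster may read a pseudogene on another chromosome, differed by 0.57 in Non + Dox over Non + Veh and by −0.35 in Tg + Dox over Tg + Veh, neither past the test (adjusted p = 0.241 and 0.207). Rps6, a protein of the small subunit, was not measured on its own, since its cluster also lists a pseudogene. The left-out Tg + Veh array is in none of the groups of the first 2 comparisons, but in a fit to all 12 arrays it changes the pooled spread, and so the intervals and the p values of limma.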

Strikingly, transcript levels coding for ribosomal genes were unchanged while the protein levels were rescued by tau suppression, supporting the hypothesis that a shift in translation occurs during the window where doxycycline treatment rescues cognitive impairment in these mice. The results mirror past studies that found opposing effects on ribosomal gene transcript and protein levels in brain samples from patients with tauopathies [17, 28]. Moreover, these findings are not surprising considering the recruitment of tau–ribosome complexes in stress granules with TIA1 [7, 59] Based on our microarray analysis, we also isolated a pronounced doxycycline effect (Fig. 4f). Doxycycline treatment has been previously shown to alter physiological function and translation in vivo [36]. Interestingly, the affected genes corresponded primarily to inflammatory proteins. 

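Lists of inflammatory, microglial, complement and reactive astrocyte genes were not called changed by Dox feed in Non mice, while the oligodendrocyte and myelin markers were called lower, at a median of −0.22 (camera adjusted p = 1.08e-04, adjusted p = 0.883 with an estimated correlation). In Non + Dox against Non + Veh, the 15 genes of inflammatory cytokines and signalling had a median log2 change of 0.02 (camera adjusted p = 0.961), and none passed in limma, 1 at an unadjusted p under 0.05. Genes of disease-associated microglia, complement and reactive astrocytes were not called either (camera adjusted p = 0.961 each). The comparison over both genotypes also holds the suppression of tau in Tg mice. In it the inflammatory list had a median of −0.07 (camera adjusted p = 0.0373, adjusted p = 0.587 with an estimated correlation), with 2 genes lower adjusted over the list alone. That of disease-associated microglia had a median of −0.49, with 11 lower adjusted over the list alone (camera adjusted p = 3.42e-08, adjusted p = 0.587 with an estimated correlation). Of the 68 genes in the 2 microglial, the complement, interferon, MHC class I, inflammatory and reactive astrocyte lists, 0 were among the 254 genes of the doxycycline template, where 1.38 were expected, and 32 were among those of the rescued template, where 1.68 were expected (Fisher's exact test, adjusted p = 2.93e-32). Each gene goes to 1 template only, so those on the rescued template could not be counted on the doxycycline template. With 1.38 expected, a count of 0 does not decide whether doxycycline acts on these genes. Fisher's test also takes genes as independent, which they are not. List members on the doxycycline template were Grin2b, an NMDA receptor subunit, Syn2, a protein of synaptic vesicles, Wfs1, a membrane protein of the endoplasmic reticulum, Sqle, an enzyme of cholesterol synthesis, Tef, a transcription factor of the clock, Fa2h, an enzyme of myelin lipids, Olig1, Reln, Atp5h, Mrpl58 and Tubb2a. No list was enriched there (smallest adjusted p = 1). With all 12 arrays these 7 lists had 0 genes on this template and 11 on the rescued one, Grin2b, Mrpl58 and Tubb2a matched other templates, Fa2h no longer passed the methods' test, and the inflammatory list was no longer called by camera over both genotypes. The count of 254 was 88 without Non + Dox 2, 132 without Tg + Dox 1, 139 without Non + Veh 1, 153 without Tg + Veh 1 or Tg + Veh 2, and 387 without Tg + Dox 3. It was 169 without Non + Veh 3.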

Since this potentially confounds the direct comparison of translation and multi-omics studies in our rTg4510 experiments, we sought to validate these findings in vitro. Importantly, to avoid potential issues with models of overexpression, we complemented our studies using human AD brain samples, which do not have tau overexpression [33].

While the reduction in total polysome levels [31], ribosome translational efficiency [17], and 5′TOP protein levels [17] have been well established in AD, no study has presented evidence mechanistically linking decreases in ribosome function with tau. We previously found that toxic tau species co-localized with S6 in AD brain [34], supporting other findings that tau associates with ribosomes [28, 40, 41, 43–45, 58]. Since S6 is a critical regulator of ribosomal biogenesis and activity, we investigated how the activity of S6 changes in tauopathic conditions in vitro and in human brains. We measured changes in S6 phosphorylation at Ser240/244 because this site is a marker for its localization into the somatodendritic domain, which is also where tau mislocalizes in disease [9, 18, 45, 46, 55]. The levels of pS6 were reversibly affected by tau levels in vitro (Fig. 5) and inversely proportional to PHF1 tau in AD brains (Fig. 6). This reduction in the functional pool of S6 also correlated with a fivefold or greater increase in transcript levels but a halving of protein levels of 5′TOP translation-related genes suggesting an impairment in 5′TOP transcript translation. We also identified a twofold increase in the amount of tau associated with S6 in late AD brains, suggesting that this decrease in S6 function is related to the direct association with tau in humans. Moreover, since reductions in functional pools of S6 correlate to reductions in LTP [48] and substantial dendritic atrophy [56], the tau–S6 complex may be pathologically relevant in the development or progression of cognitive dysfunction and merits further investigation. Overall, these data strongly suggest a gain of toxic function where tau associates with and prevents the phosphorylation of S6, thereby altering the selectivity and translational capability of the ribosome (Fig. 7).

**Fig. 7:**
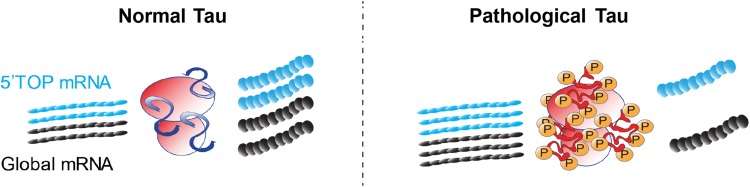
Schematic representation of overall conclusions. Tau normally associates with ribosomes and facilitates translation between global transcripts and 5′TOP mRNA sequences. In disease conditions, pathological tau species reduce the efficiency of translation and prevent rpS6 phosphorylation at S240/S244. As rpS6 activity decreases, translation of 5′TOP mRNAs coding for ribosomal and translational machinery is reduced, impairing global translation

While we present a mechanistic link between ribosomal dysfunction and tau pathology in AD, other potential direct and indirect factors may contribute to impair translation. For example, oxidative damage is linked to decreased ribosomal integrity and protein translation rates [21, 60], and the effect of tau on increasing oxidative stress is well established. Furthermore, toxic amyloid beta oligomers also induce rRNA damage and translational impairment [31]. Importantly, many other factors implicated in the pathogenesis of tauopathies alter S6 activity, such as S6K1 and S6K2. Interestingly, one study linked S6 kinase activity to AD phenotype in 5xFAD mice, where reducing S6 kinase activity conferred cognitive benefits [12]. This apparent discrepancy with our experiments may be due to the ability for S6 kinases to phosphorylate both active sites on S6 [9], which in turn have different and inconclusively determined effects in regulating S6 function and translation. Moreover, translation of 5′TOP transcripts is independent to S6K1 activity, suggesting that more potential factors regulate the function of S6 to regulate ribosomal function [58]. Ultimately, more sensitive measures to assess active translation are needed to more thoroughly elucidate the direct and indirect methods by which tau mediates translational impairments in disease.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1. Human patient demographics. Clinical information regarding patient reference ID at the UK ADC, AD categorization, Braak stage, MMSE, age, sex, post-mortem interval, and brain weight (g). (TIFF 6109 kb)

Supplementary material 2. Puromycin-IP proteomic proteins and annotation terms. Proteins and annotation terms identified by nascent proteomics of puromycinylated protein immunoprecipitation from non-transgenic and rTg4510 mice treated with and without doxycycline. (XLSX 37 kb)

Supplementary material 3. Differentially expressed gene and pattern analyses assessed by Clariom D microarrays. Differentially expressed genes and statistically enriched patterns from microarray transcriptomics on non-transgenic and rTg4510 mice treated with and without doxycycline. (XLSX 412 kb)

Supplementary material 4. Q-RT-PCR statistical comparisons of 5′TOP mRNA transcripts in human AD brain samples. Kruskal–Wallis and Dunn’s multiple comparison test *p* values from Q-RT-PCR on human control and AD brain RNA isolate used in Fig. 6a. (TIFF 2224 kb)

Supplementary material 5. Phospho-EIF2α is not detectable at 5mo in rTg4510. 5-month old non-transgenic or rTg4510 tau transgenic mice treated with vehicle (0.5% hydroxypropylmethylcellulose + 0.1% Tween-80 in water at pH 4) or GSK2606414 (414), a PERK inhibitor, were harvested with RIPA lysis buffer. Cortical protein isolate was normalized and run on SDS-PAGE gel with a nine-monthold rTg4510 sample, an age previously reported to have UPR activity. Immunoblots probed for phospho-EIF2α (Ser51) or total EIF2α, with actinin as loading control (all from CST). No signal was found at the correct molecular weight for phosphor-EIF2α (~ 38 kDa) in 5mo mice. (TIFF 7972 kb)

Supplementary material 6. Puromycinylated protein quantity is unchanged due to transgenic tau expression or doxycycline treatment. Cortical protein lysate was isolated from 4-month and 3-week-old non-transgenic (Non) or rTg4510 tau transgenic (Tg) mice that were fed either normal (veh) or doxycycline (dox) feed for 5 weeks. Lysates were immunoprecipitated with puromycin (Millipore, mabe343) as described in Methods. The quantity of eluted puromycinylated proteins were assessed via bicinchoninic acid (BCA) assay and normalized to Non + Veh mice. (TIFF 8941 kb)

How the deposited data were processed for this re-analysis (not part of the article)

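Transcripts of mouse cortex were measured on 12 Clariom D arrays of Non and Tg (rTg4510) mice on Veh or Dox feed. The authors computed the deposited signals with RMA (background correction, quantile normalization and summarisation of probes), so the values are log2 intensities. The version of RMA, and whether the 12 arrays were normalized together, are not given in the sources used here. The signals were taken as deposited and were not normalized again, and the authors' annotation of transcript clusters was used. Arrays were grouped by the genotype, feed, sex and replicate number in their labels. The array that the authors left out was found by setting the values per array of Online Resource 3 against the deposited columns. All columns of values were used in at least 1 fit.

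The value table holds 72688 features, of which 65956 are transcript clusters and 6732 are controls. Of these features, 30607 carry 1 gene symbol, 2143 carry several and 39938 carry none. Symbols were brought up to date through the gene number, which changed 827 of them and left 21994 as they were, and 7663 without a usable number were kept as annotated. For the 355 symbols with more than 1 transcript cluster, the cluster with the highest mean was kept, so that 30145 symbols were left. A gene was tested if its log2 intensity was above 6.76 on at least 1 array, the minimum stated in the methods, which gave 12555 genes with 11 arrays and 12724 with 12.

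Genes were tested with limma 3.58.1 in R 4.3.3, with a linear model of the 4 groups, moderated variances with a trend on intensity (prior degrees of freedom 2.06) and Benjamini-Hochberg adjustment over the genes tested. The contrasts were the genotype effect and the feed effect over the 4 groups, their interaction, and the differences between pairs of groups that share a genotype or a feed. The pooled spread assumes that the 2 arrays of Non + Dox, and a lone array where 1 of these was left out, vary like the other groups. The methods' two-way test was computed with type III sums of squares at the stated threshold of 0.01. The 4 group means of each gene that passed were correlated with the 6 templates, and the gene was assigned to the template of highest |r| if |r| was at least 0.85. A one-sided binomial test for an excess set the number of genes of each template and sign against an even spread. Templates and gene lists were compared by Fisher's exact test over the genes tested, which takes genes as independent.

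In all, 35 lists of genes were fixed in advance, covering translation, stress response, cell types of the brain, inflammation, metabolism, neuronal activity, transgene insertion sites, sex, and genes or proteins named by the study. Of these, 34 have at least 1 member tested. Lists were tested with camera at a preset correlation between genes of 0.01, again with an estimated correlation, and with fry. The mean of a list per array was compared between groups with a linear model of the 4 groups and its 95% interval, and by an exact two-sided permutation test. With 3 arrays against 3 that test cannot go below 0.1.

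The genes named were chosen by a rule. For the 2 comparisons with Tg + Veh, for the feed effect and for Tg + Dox against Non + Dox, it takes the 6 largest rises and the 6 largest falls among the called genes whose arrays do not overlap, for feed within each genotype. Where fewer than 6 passed, it takes those with the smallest p. It adds the members of the lists of transgene insertion sites and of genes named by the study that were measured, and up to 4 members with the smallest p of every other list. Genes named as members of a template, or for the chromosome of their cluster, were chosen after their values were seen. Values of genes in Online Resource 3 were seen with the paper, before the rule was written.

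The steps were tested on simulated data, with 200 of 12555 genes changed at the group sizes and spread of the arrays. At a log2 change of 1, limma found 92.5% of the changed genes in Tg + Veh against Non + Veh, 91.5% in Tg + Dox against Tg + Veh, 98.0% for the feed effect, 91.0% in Non + Dox against Non + Veh and 82.0% for the interaction. At a change of 0.5 it found 65.5%, 68.5%, 75.0%, 54.5% and 44.0%. Over all simulated settings, 1.5% to 7.85% of the genes that limma called were unchanged ones. The methods' two-way test was passed by 300 to 372 unchanged genes. The simulated noise was independent between genes, and so it held none of the variation that genes share on real arrays. For arrays the number of samples limits the precision, and the signal over background limits which genes are seen.

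The replicate numbers were checked as possible pairs across groups: over 15 pairs of arrays with the same number, 3 correlated above 0.1, and 2 of 11 arrays correlated best with an array of their own number. The arrays were therefore taken as unpaired, and a fit with the number as a block was an alternative. Other alternatives were all 12 arrays, no minimum signal, a minimum on at least 3 arrays, symbols with 1 cluster, sex as a term, arrays centred on their median, variances without a trend, weights per array, only the groups compared, type II sums of squares, other thresholds, and each array left out in turn. A tested value that changed sign was counted as reversed only if it was called under one of the settings. Rps6 and other ribosomal proteins whose cluster lists several symbols were left out of the main lists. The proteomic data of the study were not analysed here.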

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

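The tests for genomic DNA and for a shift of short abundant transcripts below were chosen after the result was seen, and so was the rule by which the test for a wrong label was read.

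In the 4 Tg + Veh arrays of the full set, replicate 4 stood apart in its median log2 intensity, 5.654, and in Myrf, the transcription factor of myelin genes, at 7.855. These were 2 of 54 measures tested in this group, and chance sets 1 array apart in about 1 in 20 groups. On replicate 4, clusters of chemosensory receptors, genes of the nose and tongue that the paper does not discuss, had a median excess of 0.251 over the other arrays, which ranged from −0.0392 to 0.0355. A raised background was looked for in the negative control features, which lay −0.022 from the other arrays by their median. This met the bound set against it. The values had passed the background correction and quantile normalization of RMA, which can take out such a rise, so the test cannot decide. Genomic DNA in the sample may raise genes that the cortex does not express: chemosensory receptor clusters exceeded those of the other female arrays by 0.247 and Y-linked clusters, whose DNA a female lacks, by 0.103. The difference of 0.144 was beyond that of the other arrays (−0.129 to 0.0774), which is consistent with this explanation. A Tg + Dox array under the wrong label was argued against by 1 measure: over 100 genes, replicate 4 lay 17.2% of the way from Veh to Dox, among the Veh arrays left out in the same way (7.78% to 38.8%) and below all 5 Dox arrays (35.2% to 110%). These 2 ranges overlapped. Cpne6, which rose in Tg + Dox, was at 10.50 on replicate 4, against 10.42 to 10.79 on the other Tg + Veh arrays and 11.32 to 11.73 in Tg + Dox, while Gfap, at 13.64, was within the range of Tg + Dox (12.31 to 14.64). Over the 254 genes that differed between Tg + Veh and Non + Veh, replicate 4 lay at 34.4%, also inside the range of Tg + Dox (19.1% to 53.1%). A wrong label was therefore not excluded. A mouse with less pathology was not tested and stays open.

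Camera called the list of cytosolic ribosomal protein transcripts for a feed difference that was not alike in the 2 genotypes, at a median of −0.246 in Tg less in Non (adjusted p = 2.25e-06, adjusted p = 0.489 with an estimated correlation). Fry did not call it (adjusted p = 0.165), and the 95% interval of the difference of list means, −0.237, included 0 (−0.486 to 0.0126). A shift of all abundant transcripts was argued against, since the list's median change in Tg + Dox against Tg + Veh, −0.185, was at percentile 0 of 10000 lists of the same mean signal, which ranged from −0.127 to 0.072. A shift of short abundant transcripts may contribute and stays open in both comparisons. In Tg + Dox against Tg + Veh, the median of the ribosomal list lay −0.14 from that of the nuclear oxidative phosphorylation list. Their means lay −0.12 apart (exact p = 0.1). This met the bound set for the test, but it is the smallest p that 3 arrays against 3 allow, so it cannot decide. In Tg + Veh against Non + Veh the medians lay 0.136 apart and the means 0.133 (exact p = 0.2). A change in the share of cell types could not be excluded: over 11 arrays, after subtraction of group means, the ribosomal and microglial list means had a Pearson r of −0.429 (permutation p = 0.265) and a Spearman rho of −0.382 (permutation p = 0.286). Without the 2 arrays farthest from the median, r was −0.345. The effect of tau and its suppression on these transcripts is the biological explanation that the design names, and it stays open.

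Further lists had a feed difference in Tg that differed from that in Non by camera, and none of them with an estimated correlation (lowest adjusted p = 0.462) or by fry. The median differences, in Tg less in Non, were −0.783 for disease-associated microglia, −0.379 for markers of homeostatic microglia and −1.03 for complement. They were −0.185 for MHC class I genes and −0.346 for inflammatory signalling. Those of homeostatic and reactive astrocyte genes were −0.263 and −0.384. Lysosomal genes had −0.452 and oligodendrocyte and myelin markers −0.246. Neuronal lists had positive values: 0.0377 for excitatory neuron markers, 0.115 for synaptic genes and 0.215 for immediate-early genes. Endothelial and mural markers had 0.208, cholesterol synthesis 0.0976 and the circadian clock 0.095.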

How the results depend on the processing

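The settings without both Non + Veh 3 and Non + Dox 2, with clusters of several symbols and with chromosome-matched clusters were chosen after seeing the data. Unless said otherwise, the cause of a change was not tested. The 11 arrays limit the counts more than any direction: of 118 gene comparisons refitted under the alternatives, 78 were called. The 118 leave out uncalled list members, other than transgene insertion genes, Lyz1 and genes of smallest p over all genes. They therefore do not give the share called among all genes named. All 78 lost their call with all 12 arrays, 36 with sex as a term, 45 with the replicate block and 3 with arrays centred, while none changed direction. With each array left out in turn, 21 of the 78 kept their call throughout, and all 78 kept their direction. Of 170 comparisons of lists by camera, 153 kept direction and side of the threshold with all 12 arrays, 152 with no minimum signal, 160 with sex and 161 with the replicate block. With an estimated correlation 67 lost their call, so that 0 lists were called in each of the 5 comparisons, by camera. Fry, which tests whether the genes of a list move one way and does not compare them with other genes, called 16 lists for genotype, 1 for feed, 15 in Tg + Veh against Non + Veh and 8 in Tg + Dox against Tg + Veh. It called 0 in Non + Dox against Non + Veh, in Tg + Dox against Non + Dox and for the interaction. The median of the endothelial list in Tg + Veh against Non + Veh was negative with the 11 arrays and ranged from −0.134 (without Tg + Veh 1) to 0.0019 (Non + Veh 3), and its feed effect turned to 0.0045 with all 12 arrays. That of the interferon list, 2 genes with a minimum signal, turned to −0.0378 for feed with no minimum. Weak signal over background limits which genes are seen.

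With all 12 arrays, the count of genes called by limma was 1 for genotype and 0 for feed (2003 at an unadjusted p under 0.05), for Tg + Veh against Non + Veh (1736) and for Tg + Dox against Tg + Veh (2246). The rescued template took 111 genes with a positive sign, and the mean of ribosomal transcripts in Tg + Veh was higher by 0.163, with an interval above 0. With no minimum signal the counts were 41 for genotype, 0 for feed (3641 at an unadjusted p under 0.05), 142 for Tg + Veh against Non + Veh and 6 for Tg + Dox against Tg + Veh, over more genes tested. The feed count was 66 with the minimum on at least 3 arrays and 70 with symbols of 1 cluster. With sex as a term it was 2, the genotype count 40, that of Tg + Dox against Tg + Veh 31 and the lists called in Non + Dox against Non + Veh 4. The mean of initiation and elongation factors in Tg + Dox was then −0.053 from Tg + Veh, with an interval below 0, and centred arrays gave 0.0622 in Tg + Veh, with an interval that included 0.

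With the replicate block, the counts were 7 for genotype, 2 for feed, 125 for Tg + Veh against Non + Veh and 4 for Tg + Dox against Tg + Veh. The methods' two-way test was passed by 621 genes, of which the rescued and resistant templates took 199 and 29 with a positive sign and the doxycycline template 148 with either sign, as these templates are counted throughout. The ribosomal mean in Tg + Dox against Tg + Veh was −0.183 and that of initiation and elongation factors in Tg + Veh 0.0565, with intervals that included 0.

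With the methods' test and adjustment in place of limma, the counts were 6 for genotype, 4 for feed, 112 for Tg + Veh against Non + Veh and 7 for Tg + Dox against Tg + Veh. Variances without a trend gave 63 for feed. Weights per array gave 131 for feed, 501 for Tg + Veh against Non + Veh and 147 for Tg + Dox against Tg + Veh. With only the groups compared in the fit, fewer arrays, the counts were 48 for Tg + Veh against Non + Veh and 1 each for Tg + Dox against Tg + Veh, Non + Dox against Non + Veh and Tg + Dox against Non + Dox.

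At an adjusted p under 0.10, limma called 223 genes for genotype, 420 for feed, 2 for the interaction, 424 for Tg + Veh against Non + Veh and 269 for Tg + Dox against Tg + Veh. At an unadjusted p of 0.01 or less these were 579, 824, 248, 692 and 712, with 378 for Non + Dox against Non + Veh and 168 for Tg + Dox against Non + Dox. With |r| of at least 0.95, the rescued, resistant and doxycycline templates took 133, 13 and 104 genes, a stricter rule.

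Without both Non + Veh 3 and Non + Dox 2, the counts were 26 for genotype, 0 for feed (1659 at an unadjusted p under 0.05) and 132 for Tg + Veh against Non + Veh. With chromosome-matched clusters alone, the ribosomal mean in Tg + Dox against Tg + Veh was −0.154, with an interval that included 0.

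With 1 array left out, the genotype count ranged from 6 (without Non + Dox 2) to 143 (Tg + Veh 3). It was 22 without Non + Veh 1, 12 without Non + Veh 2, 7 without Non + Dox 1, 49 without Tg + Veh 1, 24 without Tg + Veh 2, 65 without Tg + Dox 2 and 46 without Tg + Dox 3. The feed count ranged from 0 (Non + Veh 3, 1964 at an unadjusted p under 0.05, and Non + Dox 2, 1840) to 277 (Tg + Dox 3). It was 1 without Non + Veh 1 or Tg + Dox 1, 2 without Tg + Veh 2 and 7 without Tg + Veh 1 or Tg + Dox 2. The interaction count ranged from 0 to 13 (Non + Dox 2). The count in Tg + Veh against Non + Veh ranged from 77 (Non + Veh 1) to 252 (Tg + Dox 3), and that in Tg + Dox against Tg + Veh from 1 (Tg + Veh 2) to 172 (Tg + Dox 3). Those in Non + Dox against Non + Veh and in Tg + Dox against Non + Dox ranged from 0 to 3 (Non + Dox 2). The methods' two-way test was passed by 652 (Non + Veh 1) to 960 genes (Tg + Dox 1). The rescued template took 181 (Non + Dox 2) to 352 genes (Tg + Veh 3), with 182 without Non + Dox 1. The resistant template took 20 (Tg + Dox 3) to 85 (Tg + Dox 1), and the doxycycline template 88 (Non + Dox 2) to 387 (Tg + Dox 3).

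The ribosomal mean in Tg + Veh against Non + Veh ranged from 0.101 (Tg + Veh 3) to 0.202 (Non + Veh 3, interval above 0). In Tg + Dox against Tg + Veh it ranged from −0.222 (Tg + Dox 2) to −0.136 (Tg + Veh 3). Initiation and elongation factors ranged from 0.0451 (Tg + Veh 3) to 0.0637 (Tg + Veh 2), and in Tg + Dox from −0.0675 (Tg + Dox 2, interval below 0) to −0.0265 (Tg + Dox 1). The lists called ranged from 11 (Non + Veh 3) to 18 (Non + Veh 2) for feed, from 8 (Non + Dox 1) to 18 (Tg + Veh 1) in Tg + Dox against Non + Dox, and from 2 to 5 (Non + Veh 3) in Non + Dox against Non + Veh, with 4 without Non + Veh 1. They ranged from 17 to 19 in Tg + Veh against Non + Veh and from 15 to 16 in Tg + Dox against Tg + Veh.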

Differences from the paper's values

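The share of genes past the methods' two-way test at p ≤ 0.01 was 8.06% of 12555 genes here, and the paper's value is 12.5% of the 9537 genes it tested. The 2 shares are thus over unlike sets of genes. The counts themselves, 1012 here and 1195 in the paper, were within 1.5 times of each other. Of the alternatives set before the data were examined, limma's p in place of the methods' test gave 10.3%, within 1.5 times of the paper's value. The others gave between 4.95% (replicate block) and 8.30% (type II sums of squares), each more than 1.5 times below it.

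The resistant template with a positive sign took 55 genes here, and the paper's count is 106. Of the alternatives set before the data were examined, no minimum signal gave 74 and leaving out Tg + Dox replicate 1 gave 85, both within 1.5 times of the paper's count. All others gave a count further away, from 13 with |r| of at least 0.95 to 70 with limma's p in place of the methods' test.

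The mean log2 intensity of Lyz1, a lysozyme, in Non + Dox was 5.73 here, and the paper's value in its text is 6.65. The paper's Online Resource 3 gives values per array of Lyz1 with a mean of 5.66 in this group. All 12 arrays gave the same 5.73, since the left-out array is of another group.

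The paper finds 3 templates that took more genes than chance gives. By the binomial test over an even spread, the rescued template (310 genes, p = 9.16e-105) and the doxycycline template with a positive sign (166 genes, p = 4.32e-21) passed here, and the resistant template with a positive sign did not (p = 0.997).

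The paper states that transcripts of translation were in no pattern. Of its own Online Resource 3, no cytosolic ribosomal protein is assigned to a template, and 3 initiation and elongation factors are: Eif3c (resistant), Eif5 (rescued) and Eif5a2, on the template of doxycycline only in Non, which is not one of its 3 patterns. It also assigns Eif2ak2 and Eif2ak3, kinases of an initiation factor, to the rescued template, Utp6, a biogenesis gene, to the resistant one and Mrpl58, under the symbol Ict1, to the doxycycline one, and Nhp2 and Rps6ka2 to templates outside the 3. Here none of 35 ribosomal proteins was assigned, and 1 of 48 initiation and elongation factors (Eif5a2), 1 of 65 mitochondrial ribosomal proteins (Mrpl58), 1 of 18 tRNA synthetases (Nars) and 1 of 33 biogenesis genes (Nhp2) were. Of these 4, Nars was on the rescued template and Mrpl58 on the doxycycline template, and Eif2ak3 was on the rescued template too (r = 0.911).

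The paper states that the genes affected by doxycycline were mainly inflammatory. Of 68 genes in the 2 microglial, the complement, interferon, MHC class I, inflammatory and reactive astrocyte lists, 0 were on the doxycycline template here, where 1.38 were expected. Of other glial lists, Fa2h, an oligodendrocyte marker, and Olig1, a precursor marker, were on it, and no list was enriched there (smallest adjusted p = 1). Each gene goes to 1 template only, so genes on the rescued template could not be counted on this one. With 1.38 expected, a count of 0 does not decide the paper's statement. The inflammatory list did have a lower median on Dox feed over both genotypes, by 0.07 (camera adjusted p = 0.0373). That call was lost with an estimated correlation (adjusted p = 0.587), and in Non mice its median was 0.02 (camera adjusted p = 0.961). Over both genotypes the mean of the disease-associated microglia genes differed by more, −0.468. At an unadjusted p under 0.05, 6 of 8 complement, 6 of 12 reactive astrocyte and 3 of 5 MHC class I genes were lower, and none higher. In Non mice that mean differed by −0.0125, and these counts were 0, 1 and 0. The comparison over both genotypes also holds the suppression of tau in Tg mice.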

Other observations

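The test of array quality on the genes near the insertion site and the look at which arrays the highest split for the interaction joined were chosen after the result was seen, and so was the rule by which the test of their neighbours was read.

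Neuronal and metabolic lists were tested in Tg + Veh against Non + Veh. Of 16 genes of cholesterol synthesis, Nsdhl, a sterol dehydrogenase, fell by a log2 change of 0.40 (standard error 0.0723, adjusted p = 0.0283, limma), 1 fell adjusted over the list alone, and 15 were lower (camera adjusted p = 4.62e-06, adjusted p = 0.159 with an estimated correlation). In Tg + Dox against Tg + Veh, Nsdhl differed by 0.37 (adjusted p = 0.0558), and the list had a median of 0.16 (camera adjusted p = 5.65e-05, adjusted p = 0.327 with an estimated correlation). Of 17 excitatory neuron markers none passed in limma, 6 at an unadjusted p under 0.05, and their median was −0.15 (camera adjusted p = 6.05e-05, adjusted p = 0.122 with an estimated correlation). Calb1, a calcium-binding protein of neurons, differed by −0.73 (adjusted p = 0.0939). Nsdhl lost its call without any 1 of Non + Veh 1, 2 and 3, Tg + Veh 1 and 3 and Tg + Dox 2, at an adjusted p of up to 0.118, and with all 12 arrays (adjusted p = 0.0876). The 16 inhibitory neuron markers had a median of 0.07 (camera adjusted p = 0.855). Of 17 clock genes Bhlhe40 fell (2 adjusted over the list alone), and the list had a median of −0.15 (camera adjusted p = 2.37e-04, adjusted p = 0.191 with an estimated correlation). The 53 nuclear genes of oxidative phosphorylation had a median of 0.02 (camera adjusted p = 0.855).

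Further immune lists were tested in the same comparison. B2m, the light chain of MHC class I and also a member of the disease-associated microglia list, rose by 1.24 (0.245, adjusted p = 0.0367), and 4 of 5 MHC class I genes rose adjusted over the list alone (camera adjusted p = 2.05e-04, adjusted p = 0.159 with an estimated correlation). Of 15 inflammatory signalling genes, Tgfbr1 (0.78) and Stat3 (0.54), a transcription factor of cytokine signalling, rose, and 10 rose adjusted over the list alone (camera adjusted p = 1.41e-05, adjusted p = 0.106 with an estimated correlation). Of 9 markers of homeostatic microglia, 2 rose (8 adjusted over the list alone), Csf1r, the receptor of a growth factor of microglia, by 1.40. Of 25 genes whose proteins Online Resource 2 lists, C1qa, C1qb, C1qc and Lyz1 rose (4 adjusted over the list alone), at a camera adjusted p of 0.0167, lost at an adjusted p = 0.159 with an estimated correlation and lost with all 12 arrays. The study chose that list on proteins, and it is not independent evidence of a direction. Csf1r and Stat3 lost their call without any 1 of Non + Veh 1 and 2 and Tg + Veh 1 and 2, at adjusted p values of up to 0.105 and 0.0979. B2m lost its call without any single array but Tg + Veh 3 and Tg + Dox 3 (adjusted p up to 0.15). None of these gene changes passed the test with all 12 arrays.

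Other cell types and tissues were read from their markers. Of 7 markers of oligodendrocyte precursors, none passed in limma (2 adjusted over the list alone), at a median of 0.09 (camera adjusted p = 0.0233, adjusted p = 0.159 with an estimated correlation, and not called with all 12 arrays). The 7 meningeal markers and the 9 markers of striatum, hippocampus and thalamus were not called (camera adjusted p = 0.522 and 0.862). Choroid plexus varied between arrays: Ttr, its transthyretin, ranged from 8.12 to 15.27 over all 12, and the mean of 4 markers was 8.00 ± 0.826 (SD, n = 3) in Non + Veh, 7.90 ± 1.5 (SD, n = 2) in Non + Dox, 8.48 ± 1.35 (SD, n = 3) in Tg + Veh and 6.90 ± 0.513 (SD, n = 3) in Tg + Dox.

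Esyt2, Ptprn2 and Wdr60, neighbours at the end of chromosome 12, where the tTA transgene of this line is inserted, differed between arrays of the Non groups. Esyt2 was at 10.86, 10.90 and 9.60 in Non + Veh and at 11.23 and 9.62 in Non + Dox, against 9.45 to 9.74 on all Tg arrays. Ptprn2 and Wdr60 showed the same arrays, Non + Veh 3 and Non + Dox 2, at the level of Tg, while Fgf14 was at 12.01 and 12.05 there. A difference in array quality stays open: the 2 arrays had a mean correlation with all other arrays of 0.993 each, within the range of the other Non arrays (0.992 to 0.993), which decides nothing. A change along the whole end of the chromosome may be part of it and stays open: 6 neighbours had a median SD percentile of 73, with a range of 33.5 to 97.4 on both sides of the bound set in advance, which was therefore wrong as a rule. A candidate explanation is that these mice carry the tTA insertion without the tau transgene, which the labels do not give and which was not tested.

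Other splits of the same arrays into groups of the same sizes were fitted in the same way. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split called 254 genes in Tg + Veh against Non + Veh and the highest other 16, and in Tg + Dox against Tg + Veh they called 95 and 0. For lists, the real and highest other counts were 19 and 19, in 2 of 10 splits, and 16 and 15, in 1 of 10. Over 100 splits of the 11 arrays, the real one included, the share with a count as large was read for each count. It was under 0.05 for the genotype count (99, highest other 100, 2 splits as large) and the feed count (12, highest other 9, 1 split). It was also under 0.05 for the lists called for feed (15, highest other 19, 4 splits). The same held for the methods' two-way test (1012, highest other 1247, 3 splits, of which 1 other kept the groups whole). It held for the rescued template (310, highest other 254, 1 split) and the doxycycline template (254, highest other 197, 1 split). It did not hold for the resistant template (55, highest other 118, 6 splits). These shares were not corrected for the number of counts read. For some counts another split gave more than the real one, so chance is not excluded. For the interaction the real count was 0, by limma with 1031 genes at an unadjusted p under 0.05, and all 100 splits gave as many, the highest 99. That split kept the 4 groups whole under each other's names, so that its contrast was the genotype effect, and all of its 99 genes were called for genotype. The next highest count was 7.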
